# Human Tra2 proteins jointly control a *CHEK1* splicing switch among alternative and constitutive target exons

**DOI:** 10.1038/ncomms5760

**Published:** 2014-09-11

**Authors:** Andrew Best, Katherine James, Caroline Dalgliesh, Elaine Hong, Mahsa Kheirolahi-Kouhestani, Tomaz Curk, Yaobo Xu, Marina Danilenko, Rafiq Hussain, Bernard Keavney, Anil Wipat, Roscoe Klinck, Ian G. Cowell, Ka Cheong Lee, Caroline A. Austin, Julian P. Venables, Benoit Chabot, Mauro Santibanez Koref, Alison Tyson-Capper, David J. Elliott

## Abstract

Alternative splicing—the production of multiple messenger RNA isoforms from a single gene—is regulated in part by RNA binding proteins. While the RBPs transformer2 alpha (Tra2α) and Tra2β have both been implicated in the regulation of alternative splicing, their relative contributions to this process are not well understood. Here we find simultaneous—but not individual—depletion of Tra2α and Tra2β induces substantial shifts in splicing of endogenous Tra2β target exons, and that both constitutive and alternative target exons are under dual Tra2α–Tra2β control. Target exons are enriched in genes associated with chromosome biology including *CHEK1*, which encodes a key DNA damage response protein. Dual Tra2 protein depletion reduces expression of full-length CHK1 protein, results in the accumulation of the DNA damage marker γH2AX and decreased cell viability. We conclude Tra2 proteins jointly control constitutive and alternative splicing patterns via paralog compensation to control pathways essential to the maintenance of cell viability.

## Abstract (web summary)

RNA binding proteins are key regulators of alternative splicing. Here, Best *et al*. show that the human Tra2α and Tra2ß RNA binding proteins jointly contribute to the control of constitutive and alternative splicing events to regulate essential biological processes including the response to DNA damage.

Human genes encode long precursor messenger RNAs (mRNAs) that are extensively processed before nuclear export. This maturation includes the splicing of exons, which normally occurs with high fidelity to create functional mRNAs^1^. Constitutive exons splice into all mRNAs transcribed from a gene, while alternative exons are sometimes included and sometimes skipped^2^. Human protein-coding genes each produce an average of three mRNA isoforms through alternative splicing, many of which are differentially regulated^3^. RNA binding proteins play a key role in transforming precursor RNAs into mRNAs. Although RNA-binding proteins can regulate many transcripts in parallel, some splicing regulatory proteins preferentially engage with transcripts belonging to specific functional classes, including Nova proteins (synapse functions), Fox proteins (neuromuscular, cytoskeleton and EMT functions), PTB proteins (cytoskeleton functions) and T-STAR (synapse functions)^4^,^5^,^6^,^7^,^8^.

Transformer2 (Tra2) proteins are involved in splicing control^9^,^10^. First discovered in insects, Tra2 proteins form an essential component of the alternative splicing complex that controls fly sexual differentiation^11^,^12^. Tra2 proteins are conserved across the animal kingdom, but separate gene paralogs encoding Tra2α and Tra2β proteins evolved early in vertebrate evolution^13^,^14^. Knockout experiments in mice show that Tra2β is essential for embryonic and brain development^15^,^16^,^17^,^18^. In humans, Tra2β expression levels change in several cancers (reviewed by Best *et al*.^19^), and Tra2β is implicated in the pathology of other diseases including spinal muscular atrophy^20^, Alzheimer’s disease^21^ and frontotemporal dementia and Parkinsonism linked to chromosome 17 (ref. 22).

Tra2 proteins have amino- and carboxy-terminal domains enriched in arginine and serine residues (RS domains) flanking a single central RNA recognition motif (RRM) and so resemble the relatively well characterized core group of 12 SR proteins that control both constitutive and alternative splicing as well as other aspects of RNA metabolism^23^,^24^,^25^. Each core SR protein contains N-terminal RRMs and single C-terminal RS domains. However, unlike the core SR proteins all current data implicate Tra2 proteins solely in alternative splicing rather than constitutive splicing^10^,^26^, and only SR proteins and not Tra2 proteins can provide splicing activity to S100 extracts^26^.

To regulate splicing inclusion Tra2β binds to AGAA-rich and CAA-rich target RNA sequences. These RNA protein interactions have been resolved at the atomic level^9^,^27^. Endogenous Tra2β target RNAs have been identified using HITS-CLIP^18^, RIP-seq^28^, shRNA depletion^29^ and microarrays^17^, but important fundamental questions still remain as to the identity of the biological targets and the functions of vertebrate Tra2 proteins. These include whether endogenous Tra2α and Tra2β proteins jointly control the same splicing targets, and if so what these shared targets are? Although Tra2α and Tra2β both activate splicing of the same model exons when overexpressed in transfected HEK-293 cells (suggesting redundant functions)^18^, the *Tra2a* gene alone is not sufficient to maintain viability in *Tra2b* knockout mice (suggesting specific functions)^15^. Another question relates to how Tra2α and Tra2β interact with each other? We previously found that Tra2β protein binds to a poison exon in the *TRA2A* gene to activate poison exon inclusion^18^. Poison exons introduce premature translation termination codons into mRNAs so as to inhibit translation of full-length proteins and are often regulatory^18^,^30^,^31^,^32^, but whether Tra2α might reciprocally control Tra2β expression is not known.

Here we address these questions in human MDA-MB-231 cells that model invasive breast cancer. We find asymmetric splicing feedback control pathways between Tra2α and Tra2β that buffer splicing defects caused by depletion of either Tra2α or Tra2β protein alone. Overriding these feedback control pathways by joint depletion of both Tra2α and Tra2β globally identifies Tra2-dependent target exons, and reveals critical roles for these proteins in DNA damage control and cell viability.

## Results

### Tra2β efficiently suppresses Tra2α protein expression

To test for *in vivo* interactions between Tra2α and Tra2β proteins, we monitored their expression levels using western blots. Consistent with predictions from our previous study^18^, Tra2α protein levels were normally very low but significantly increased after small interfering RNA (siRNA)-mediated depletion of Tra2β (Fig. 1a top panel, compare lanes 1 and 3, and Fig. 1b). Although weak, the Tra2α western blot signal was of the predicted size and was almost completely eliminated following transfection with a *TRA2A*-specific siRNA (Fig. 1a top panel, compare lanes 1 and 2). Tra2α protein depletion had less effect on Tra2β protein levels (Fig. 1a, middle panel and Fig. 1b). Western blot analysis confirmed this effect for two independent sets of siRNAs targeted against different parts of the respective mRNAs (Supplementary Fig. 1).

Consistent with Tra2β protein repressing Tra2α expression via poison exon activation, siRNA-mediated depletion of Tra2β led to strongly reduced splicing inclusion of the *TRA2A* poison exon (Fig. 1d, upper panel). siRNA-mediated depletion of Tra2α protein led to a smaller but detectable effect on splicing inclusion of the *TRA2B* poison exon (Fig. 1d, lower panel). Analysis of *TRA2A* and *TRA2B* steady state mRNA expression levels by quantitative PCR confirmed that each protein also negatively regulates the expression of the other at the RNA level (Fig. 1c).

### The *TRA2A* and *TRA2B* genes are differentially expressed

RNA-seq of MDA-MB-231 cells indicated that the *TRA2B* gene is expressed at much higher levels than the *TRA2A* gene (Fig. 1e shows one of three biological replicate RNA-seq analyses, with the height of the *y* axis showing read depth and so indicating relative gene expression levels). This provides a potential mechanism for why Tra2β represses Tra2α protein expression more than vice versa, since lower cellular concentrations of Tra2α would be less able to activate splicing of the *TRA2B* poison exon.

We used iCLIP^33^ to systematically map the transcriptome-wide binding sites of human Tra2β in MDA-MB-231 cells. 

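MDA-MB-231 cells, an established human breast cancer cell line, were irradiated with ultraviolet light at 400 mJ per cm2, which crosslinks proteins to the RNA they touch. RNA fragments bound to endogenous Tra2β were immunoprecipitated and copied into cDNA, and the position just upstream of each sequenced cDNA marks the crosslinked nucleotide. This was done in 3 biological replicates. The paper's Supplementary Data 1 lists 2439170, 2793897 and 2210836 mapped reads for replicates 1, 2 and 3, and 1148350, 1289320 and 901045 unique cDNAs. The authors mapped reads of at least 11 nucleotides to hg19 with at most 2 mismatches and a single hit, summed the replicates, and kept crosslink sites at a false discovery rate of 0.05 against 100 permutations with a neighbourhood of 15 nucleotides. The deposited score of each site or cluster is its number of unique cDNAs, called iCLIP tags in the paper, with the strand as its sign. There were 715056 significant sites with 1262563 tags, 37.8% of the paper's unique cDNAs, and these were joined into 122647 clusters with a median width of 13 nucleotides and a median of 4 tags. Of the tags in clusters, 96.1% lay in an annotated gene on the same strand and 0.324% only in a gene on the opposite strand. An exon was given the tags of every cluster on its strand that overlapped it by at least 1 nucleotide. Because the deposited sites pool the replicates, no spread between replicates can be given, and confidence intervals cover counting error only.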

Endogenous Tra2β protein was efficiently immunoprecipitated along with radiolabelled crosslinked RNA. A single radiolabelled RNA protein adduct of ~40 kDa was identified at high RNase concentrations, just above the known molecular weight of uncrosslinked endogenous Tra2β protein (37 kDa) (arrowed in Supplementary Fig. 2a). Lower RNase concentrations enabled endogenous Tra2β binding sites to be mapped across the MDA-MB-231 cell transcriptome in biological triplicate iCLIP experiments. Following deep sequencing, 7,443,903 reads were successfully mapped back to the human genome, of which 3,338,710 were unique cDNA reads used for downstream analysis (Supplementary Data 1). These individual sequencing reads are subsequently referred to as iCLIP tags. The only clusters of Tra2β iCLIP tags, which mapped to the human *TRA2B* and *TRA2A* genes from all three biological replicates were within their respective poison exons (Fig. 1e). 

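In the pooled clusters, most tags in both genes lay in the poison exon, an exon whose inclusion brings stop codons into the mRNA. The TRA2A poison exon lies on the minus strand of chromosome 7 of hg19 from 23561751 to 23562051. A single cluster from 23561742 to 23562074 covered it and held 423 of the 484 tags in TRA2A, or 87.4% (95% exact binomial interval 84.1 to 90.2). The other 61 tags were in 8 smaller clusters, of which 4 lay in other annotated exons and 4 in introns, and the largest held 17 tags. The TRA2B poison exon lies on the minus strand of chromosome 3 from 185649365 to 185649640. Its cluster, from 185649360 to 185649649, held 463 of the 648 tags in TRA2B, or 71.5% (95% exact binomial interval 67.8 to 74.9). A further 18 clusters held 185 tags, with 14 of them in other exons, 4 in introns and at most 38 tags in any of them. The pooled values do not show which of these clusters were present in each replicate.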

Despite much lower levels of overall *TRA2A* gene expression, the *TRA2A* poison exon had a similar number of Tra2β iCLIP tags as the *TRA2B* poison exon. This suggests the *TRA2A* poison exon is a stronger physiological target for Tra2β binding than the *TRA2B* poison exon (the *TRA2A* poison exon also has a much higher density of AGAA Tra2β binding sites than the *TRA2B* poison exon^18^).

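The number of tags in the TRA2A poison exon divided by that in the TRA2B poison exon was 0.914 (95% interval 0.799 to 1.04, p = 0.190 from a two-sided exact binomial test), and 1 lies inside the interval. Per nucleotide of exon the ratio was 0.838 (95% interval 0.733 to 0.958, p = 0.0087 from the same exact test), with 141 tags per 100 nucleotides in the TRA2A exon and 168 in the TRA2B exon. Counted at single crosslink positions inside the exons, there were 413 tags at 162 positions for TRA2A and 457 tags at 152 positions for TRA2B. The paper sets similar tag numbers beside the lower expression of TRA2A to propose that its poison exon is the stronger target.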

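The hg19 sequence of each poison exon was searched for AGAA. The TRA2A exon, 301 nucleotides long, held 13 copies of AGAA and 32 of GAA, and the TRA2B exon, 276 nucleotides long, held 12 of AGAA and 28 of GAA. Per 100 nucleotides these are 4.32 copies of AGAA in the TRA2A exon and 4.35 in the TRA2B exon. The share of bases inside the 10 pentamers most enriched near crosslink sites was 36.2% in the TRA2A exon and 32.6% in the TRA2B exon. The paper's Supplementary Data 2 gives binding site densities of 44.9% and 39.1%. On its own strand the TRA2A exon reads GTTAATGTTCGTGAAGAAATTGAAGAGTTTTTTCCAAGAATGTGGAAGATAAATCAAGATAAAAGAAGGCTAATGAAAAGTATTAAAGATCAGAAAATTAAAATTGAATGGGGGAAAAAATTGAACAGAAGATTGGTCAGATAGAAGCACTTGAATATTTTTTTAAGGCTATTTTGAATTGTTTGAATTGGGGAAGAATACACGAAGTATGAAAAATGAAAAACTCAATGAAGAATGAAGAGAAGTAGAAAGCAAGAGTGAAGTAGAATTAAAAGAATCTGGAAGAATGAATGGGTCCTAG. The TRA2B exon reads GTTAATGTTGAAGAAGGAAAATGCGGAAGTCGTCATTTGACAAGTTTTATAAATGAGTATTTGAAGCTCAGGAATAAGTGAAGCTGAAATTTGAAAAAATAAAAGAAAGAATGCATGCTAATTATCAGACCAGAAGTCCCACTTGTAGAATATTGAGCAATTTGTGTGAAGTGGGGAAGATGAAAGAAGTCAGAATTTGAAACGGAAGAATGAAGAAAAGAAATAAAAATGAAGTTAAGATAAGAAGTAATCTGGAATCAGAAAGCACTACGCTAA.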

### Endogenous Tra2α functionally compensates for loss of Tra2β

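Sequences from 5 to 15 nucleotides on either side of 691471 crosslink sites in annotated genes were compared with those around shuffled positions. Each site in an exon was moved 10 times to any place in the exons of its gene, and each other site within its introns. Coding sequence and UTRs were not kept apart, so differences in their composition can contribute to the enrichment. Of all possible pentamers, GAAGA was the most enriched, at 1.80% of pentamers near sites against 0.250% near shuffled positions, a 7.21-fold enrichment (SD 0.0408 over the 10 shuffles). AGAAG followed at 5.82-fold (SD 0.0300) and AAGAA at 5.20-fold (SD 0.0374). The next were CGAAG at 4.17-fold, TGAAG at 3.74-fold, GGAAG at 3.41-fold, AAGAT at 3.36-fold, ACGAA at 3.29-fold, AAGAG at 3.28-fold and CAAGA at 3.13-fold. Of these 10 pentamers, 7 contained GAA and 2 contained AGAA. All 8 pentamers that contain AGAA together made up 5.93% of pentamers near sites and 1.70% near shuffled positions, which is a 3.50-fold enrichment, and the lowest of them ranked 59.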

The most frequently enriched pentamers recovered in the iCLIP tags were highly enriched in AGAA nucleotide sequences (Supplementary Fig. 2b), which is the Tra2β binding site predicted by HITS-CLIP for endogenous mouse Tra2β, RIP-seq and from SELEX experiments using purified Tra2β proteins^18^,^26^,^28^. However, our combined human iCLIP data in MDA-MB-231 cells provided substantially more coverage than previously obtained in mouse testis^18^ (in which just 177,457 reads were mapped back to the mouse genome). 

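The 1180428 tags of clusters on chromosomes 1 to 22, X and Y were assigned to annotated regions on the same strand (GENCODE release 44 mapped to hg19), each cluster by its midpoint and weighted by its tags. Introns held 171618 tags, or 14.5% (95% interval 14.5 to 14.6), although they make up 28.4% of the sequence on both strands. Sequence outside annotated genes held 2.73% of tags. These are shares of the tags at significant sites, since unique cDNAs that did not pass the authors' false discovery rate were not used here. With clusters weighted equally instead of by tags, introns held 27.4% of clusters, close to their share of the sequence.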

In total, 1,546,290 (44.8%) of unique cDNAs mapped to intronic regions, suggesting the Tra2β iCLIP experiment largely captured Tra2β interactions with pre-mRNAs. However, a further 1,169,374 (33.8%) of unique cDNAs mapped to exons (5′UTR, 3′UTR or ORF), despite exons comprising only ~1% of the genome. 

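Annotated exons of all genes held 976550 tags at significant sites, or 82.7% (95% interval 82.7 to 82.8), in 2.59% of the sequence, which is 32.0 times the share that an even spread of tags would give. Coding sequence alone held 59.4%, 5′ UTRs 2.72% and 3′ UTRs 5.67%, which together make 67.8% (95% interval 67.7 to 67.8). Exons of non-coding genes held 13.6%, of which the single transcript MALAT1 made up most. Without the clusters in MALAT1 this share was 4.84%.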

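The tags of each region were also divided by the region's length. This gave 19.6 tags per kilobase of coding sequence, 3.50 in 5′ UTRs, 1.58 in 3′ UTRs, 3.19 in exons of non-coding genes and 0.0978 in introns. Expressed as shares of the sum over regions, coding sequence and UTRs, each corrected for its own length, made up 88.2%, exons of non-coding genes 11.4% and introns 0.350%. Without the clusters in MALAT1, exons of non-coding genes had 1.03 tags per kilobase and a corrected share of 4.01%. With clusters weighted equally instead of by tags, the shares were 96.4%, 2.82% and 0.740%.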

After correcting for the relative size of each genomic region (by dividing the number of unique cDNAs mapping to each genomic region by the relative size of that region within the genome), we find that Tra2β binding is highly enriched within exons: 76.8% of Tra2β iCLIP tags mapped to exons (5′UTR, 3′UTR or ORF), while a further 20.4% mapped to non-coding RNAs (Supplementary Fig. 2c).

We used our iCLIP data to screen for endogenous exons controlled by human Tra2β. Alternative exon junctions (+/−300 bp of either splice site) were stratified to find those with the highest number of iCLIP tags relative to overall iCLIP coverage within the same gene. 

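A related measure was computed for the exons listed in Supplementary Data 2, as the tags in the exon and up to 300 nucleotides beyond either end divided by all tags in the gene. In long exons it includes tags farther than this from either splice site. Its median was 23.6% over 54 listed responsive exons and 13.9% over 39 listed non-responsive exons. Counted in the exon alone, the shares had medians of 23.6% and 12.3%, and the exon held over 50% of its gene's tags for 10 responsive and 6 non-responsive exons. The mean share in the exon alone was 25.3% over the 52 responsive exons with a PSI (SD 21.1) and 23.5% over the non-responsive exons (SD 24.7), a difference that did not pass the threshold (two-sided permutation test, p = 0.699). The study screened for candidate exons partly by such a measure and describes both groups as having tags, so this comparison cannot show whether binding differs between responsive and other exons in general.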

To test whether upregulation of Tra2α protein expression could functionally compensate in splicing regulation for depletion of Tra2β, we then monitored percentage splicing inclusion (PSI) of associated exons after single depletion of either Tra2α or Tra2β, or after combined depletion of both Tra2α and Tra2β proteins.

Clusters of Tra2β iCLIP tags mapped to alternative exons in the *ATRX*, *GLYR1* and *CEP95* genes (Fig. 2a). 

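In each of these genes the listed exon had its own clusters, but its part of the gene's tags varied widely. The GLYR1 exon, 243 nucleotides long on the minus strand of chromosome 16 from 4881980 to 4882222, held 96 of 157 tags in the gene, or 61.1% (95% exact binomial interval 53.1 to 68.8). The CEP95 exon, 106 nucleotides long on the plus strand of chromosome 17 from 62512841 to 62512946, held 37 of 385 tags, or 9.61% (95% interval 6.86 to 13.0). The ATRX exon, 114 nucleotides long on the minus strand of chromosome X from 76949313 to 76949426, held 54 of 2389 tags, or 2.26% (95% interval 1.70 to 2.94). Annotated transcripts skip each of them, 2 for GLYR1, 2 for CEP95 and 3 for ATRX. The exon sequences held 8, 4 and 2 copies of AGAA respectively.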

Single depletion of either Tra2α or Tra2β had only a small effect on the endogenous splicing pattern of these three exons, but joint depletion of both Tra2α and Tra2β substantially decreased their splicing inclusion (Fig. 2b). We obtained similar results with 14/14 Tra2β target exons identified by iCLIP analysis (Fig. 2c. Individual data for each of these tested exons are shown in Supplementary Fig. 3). In fact, of these 14 tested exons, some less-responsive exons including cassette exons within *PAM* and *BDP1* only responded to depletion of both Tra2 proteins, and not to single depletion of Tra2β at all (Supplementary Fig. 3).

These data are consistent with maintenance of splicing patterns via paralog compensation, that is, following depletion of Tra2β, upregulated Tra2α is able to functionally substitute for Tra2β and largely maintain Tra2 target exon inclusion. The Tra2β target exons inhibited more substantially by joint Tra2 protein depletion compared with single depletion of either Tra2α or Tra2β included *SMN2* exon 7 (Supplementary Fig. 3), which is a candidate target for gene therapy in spinal muscular atrophy^20^.

### Tra2α and Tra2β control constitutive exon splicing patterns

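MDA-MB-231 cells were transfected with siRNAs against TRA2A and TRA2B together, which lower both Tra2 proteins, or with a negative control siRNA. There were 3 cultures of each, and RNA was extracted 72 h after transfection. Control cultures received 24 µl of 10 µM siRNA and depleted cultures 12 µl of each siRNA. mRNA libraries were sequenced as paired ends, and the authors mapped reads to hg19 with TopHat2 2.0.8b and counted them over Ensembl 71 exons with bedtools. The 6 deposited count columns carry no sample names, so no count was assigned to a culture and no library depth or expression change is given. The authors' deposited table of changed exons compares groups named only D and S, and no source used here says which of them is the control. The listed exons of Supplementary Data 2 were therefore only looked up in this table by their start and end. It contained 15 of 54 responsive exons and 3 of 39 non-responsive exons (odds ratio 4.55, 95% interval 1.15 to 26.5, p = 0.0176 from a two-sided Fisher's exact test). With any overlap in place of the same start and end, 18 of 54 and 3 of 39 were in the table (odds ratio 5.90, 95% interval 1.53 to 34.0). The exons added in this way, in TRA2A, TTC14 and MPHOSPH10, lie in longer exons of that table, so these matches need not reflect the listed exons themselves. The study chose the responsive exons partly from these libraries, so neither comparison is independent evidence of their response.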

Splicing profiles of candidate Tra2β target exons (containing Tra2β iCLIP tag coverage) were next analysed using RNA-seq after joint depletion of Tra2α and Tra2β proteins, and changes validated by reverse transcriptase (reverse transcriptase–PCR). From the initial panel of 30 Tra2 protein-responsive alternative exons that we identified, 7/30 were included at 100% and 17/30 had a PSI greater or equal to 95% in MDA-MB-231 cells (Fig. 3a). These results suggested that Tra2 proteins might be important for the inclusion of constitutive exons (in addition to their expected function in alternative exon splicing regulation), or alternatively that Tra2 protein expression levels in MDA-MB-231 cells are sufficient to promote 100% inclusion of some alternative exons.

To distinguish between these possibilities, we used our iCLIP and RNA-seq data to search for splicing changes in exons that have never previously been annotated as alternatively spliced in human cells^34^,^35^. Such exons were found in the *ANKRD1*, *SMC4*, *NFXL2*, *NIPBL* and *PDCD6IP* genes. Each of these five exons were spliced at 100% PSI in MDA-MB-231 cells but skipped at different levels after Tra2 protein depletion (Fig. 3b). 

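The listed exon of each of these genes had iCLIP clusters, and no annotated transcript in GENCODE release 44 skips any of them. In ANKRD1, 138 nucleotides on the minus strand of chromosome 10 from 92678888 to 92679025, the exon held 489 tags, or 36.8% of those in the gene (95% exact binomial interval 34.2 to 39.5). The SMC4 exon, 186 nucleotides on chromosome 3 from 160137146 to 160137331, held 52 tags, 3.92% of the gene's (95% interval 2.94 to 5.11). The exon listed in Supplementary Data 2 under the symbol NFXL1, 171 nucleotides on chromosome 4 from 47912841 to 47913011, held 30 tags, 49.2% of the gene's (95% interval 36.1 to 62.3). The NIPBL exon, 275 nucleotides on chromosome 5 from 37058993 to 37059267, held 43 tags, 5.55% (95% interval 4.04 to 7.40). The PDCD6IP exon, 135 nucleotides on chromosome 3 from 33895371 to 33895505, held 30 tags, 16.4% (95% interval 11.3 to 22.6). Across these exons AGAA occurred 5, 6, 6, 6 and 3 times in the same order. The ANKRD1 exon reads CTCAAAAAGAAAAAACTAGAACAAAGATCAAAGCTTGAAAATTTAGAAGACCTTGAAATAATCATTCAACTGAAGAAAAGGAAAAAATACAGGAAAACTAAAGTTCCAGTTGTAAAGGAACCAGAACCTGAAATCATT on its own strand and contains 12 copies of GAA.

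**Figure D1:**
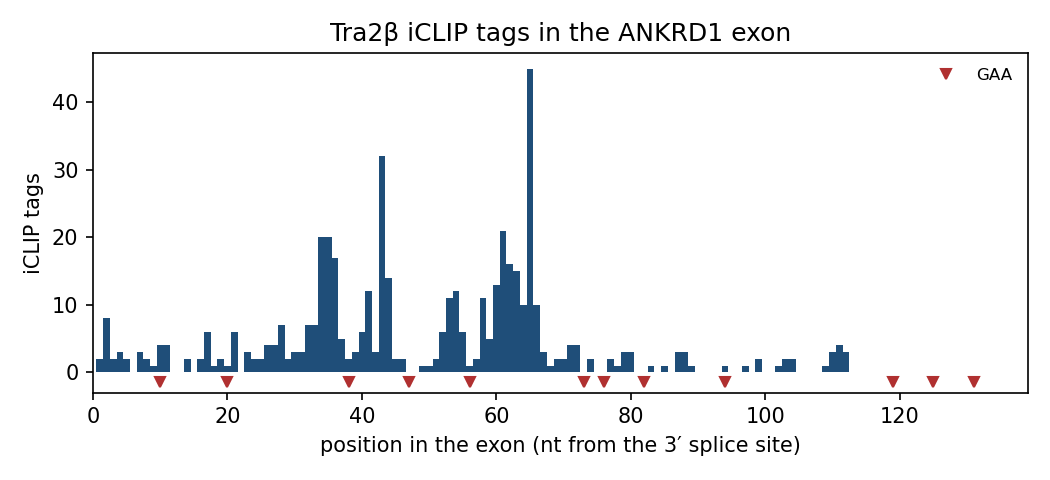
iCLIP tags at each significant crosslink position (vertical axis, tags pooled over 3 replicates) along the ANKRD1 exon (horizontal axis, nucleotides from its 5′ end), with the copies of GAA marked. The 477 tags at 85 positions are highest at position 65, with 45 tags.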

The constitutively spliced exon within *ANKRD1* showed the largest change (Fig. 3c), a -73% point switch in PSI after joint depletion of Tra2α and Tra2β. To further dissect splicing control, we cloned the *ANKRD1* exon and its flanking intronic sequences between β–globin exons in a minigene construct. Transfection experiments showed the *ANKRD1* exon is included at 72% PSI when expressed from this minigene, indicating it lacks some important sequences for splicing (the endogenous *ANKRD1* exon was 100% included in these transfected HEK-293 cells, Fig. 3d). Two clusters of GAA-rich Tra2β binding sites were present in the *ANKRD1* exon (Tra2β binding site clusters 1 and 2). Mutation of either Tra2β binding site cluster negatively impacted splicing inclusion, showing an essential role for these binding sites in modulating the inclusion of the *ANKRD1* exon. In particular, mutation of Tra2β binding site cluster 1 (to create Mutant M1) completely abolished splicing inclusion of the *ANKRD1* constitutive exon (Fig. 3d, right panel).

In total, we identified and validated 53 human splicing targets, which were both directly bound and jointly controlled by Tra2 proteins, including both alternative and constitutive exons (Fig. 4a; Supplementary Fig. 10; Supplementary Data 2). 

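Supplementary Data 2 lists 54 responsive exons in 53 genes, and every one of them overlapped a Tra2β cluster on its own strand. The study chose its candidate exons for their iCLIP tags, so this follows in part from the choice. The number of tags per exon had a median of 46 and ranged from 3 to 756, and 49 of the 54 exons had at least 10 tags. The lowest value was in CLOCK and the highest in the first listed exon of NAP1L1. The coordinates of 51 exons matched an annotated exon exactly, and 38 exons were skipped by at least 1 annotated transcript.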

As well as *SMN2* exon 7 (ref. 20), these included the *NASP-T* exon and the *TRA2A* poison exon, orthologs of which have both been previously identified as functional Tra2β splicing targets in the mouse testis by HITS-CLIP^18^. 

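The NASP-T exon lies on the plus strand of chromosome 1 from 46072993 to 46074009 and is 1017 nucleotides long. It overlapped 7 clusters with 153 tags, which is 44.7% of the 342 tags in NASP (95% exact binomial interval 39.4 to 50.2), and contained 29 copies of AGAA. SMN2 exon 7 is not among the exons of Supplementary Data 2 and is not analysed here.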

The *NASP-T* exon was also in the data set of Tra2β targets identified by RIP-seq^28^. However, the vast majority of the dual Tra2α/Tra2β target exons identified here are novel. The PSI changes for individual genes in response to joint Tra2α and Tra2β protein depletion ranged between −4 and −92% points (measured by RT–PCR, Fig. 4a; Supplementary Data 2), indicating that individual Tra2-dependent exons have different intrinsic requirements for Tra2 proteins. 

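By their hg19 coordinates the listed responsive exons had a median length of 169.5 nucleotides, and the listed non-responsive exons, from 33 to 1755 nucleotides long, had a median of 153. The difference between the groups was within the spread between exons (0.09 in mean log2 length over 52 and 39 exons, p = 0.766 from a two-sided permutation test). The SMYD2 exon, on chromosome 1 from 214478530 to 214478593, held 4 tags in 1 cluster and 1 copy of AGAA. The SON exon, on chromosome 21 from 34921782 to 34927697, held 520 tags in 11 clusters and 52 copies of AGAA. Per 100 nucleotides these are 6.25 and 8.79 tags. Tags in the SON exon made up 66.5% of those in the gene, against 7.27% in SMYD2.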

The length of Tra2-dependent exons ranged from 64 nucleotides at the smallest (a cassette exon in the *SMYD2* gene, which showed a −5% point switch in PSI in response to Tra2 protein depletion), to 5916 nucleotides at the largest (an unusually large internal cassette exon in the *SON* gene, which showed a −8 point PSI change in response to endogenous Tra2 protein depletion) (Supplementary Data 2). A further 38 exons had Tra2β iCLIP tag coverage, but did not detectably respond to Tra2 protein depletion in MDA-MB-231 cells: possibly this latter class of exons either might need a relatively small amount of Tra2 protein to be included, or alternatively they might not be controlled by Tra2 proteins in MDA-MB-231 cells (Supplementary Data 2). 

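Of the 39 non-responsive exons listed in Supplementary Data 2, 38 overlapped a Tra2β cluster. The exon without tags was that of UACA, 33 nucleotides long on chromosome 15 from 70969447 to 70969479, which had none within 300 nucleotides either, while the gene held 1453 tags. The deposited sites passed a threshold, so weaker binding there is not excluded. The median was 45 tags per exon, with a range of 0 to 420, and 34 exons had at least 10 tags.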

In a comparison between Tra2 responsive and non-responsive exons, the only statistically significant difference was the density of Tra2β binding sites in the more highly responsive exons (exons showing >15 PSI change following joint Tra2α/Tra2β depletion, Fig. 4b). 

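Responsive and non-responsive exons were compared by their iCLIP tags and by the enriched pentamers in their sequence. Neither difference passed the threshold when the pentamers were counted from the deposited sites. The mean of log2(tags per 100 nucleotides + 1) was 4.66 ± 1.44 (SD, n = 34) in exons whose PSI fell by more than 15 points and 4.52 ± 2.00 (SD, n = 39) in non-responsive exons. The difference of 0.14 was within the spread between exons (two-sided permutation test, p = 0.736, Benjamini-Hochberg adjusted 0.849 over 7 comparisons). Over all 52 responsive exons with a PSI the mean was 4.60 ± 1.54 (SD) and the difference 0.07 (permutation p = 0.849). The study describes both groups as having tag coverage, which limits what a comparison of their tags can show. Binding site density was computed as the percentage of exon bases inside the 10 pentamers most enriched near the deposited sites, since the paper's own list of pentamers (Supplementary Fig. 2b) was not used here. It was 18.5% ± 7.48 (SD, n = 34) in the exons with more than 15 points of change and 15.0% ± 11.7 (SD, n = 39) in the non-responsive exons, a difference of 3.50 points (permutation p = 0.139, adjusted 0.486). Over all 52 responsive exons the density was 18.4% ± 8.48 (SD), 3.39 points higher than in the non-responsive exons (permutation p = 0.114, adjusted 0.486). With the densities that Supplementary Data 2 lists in place of these, the means were 22.5% and 17.0%, and the difference of 5.53 points passed the threshold (permutation p = 0.0225). Of the features it compared, the paper reports only binding site density, for the more highly responsive exons, as significantly different.

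**Figure D2:**
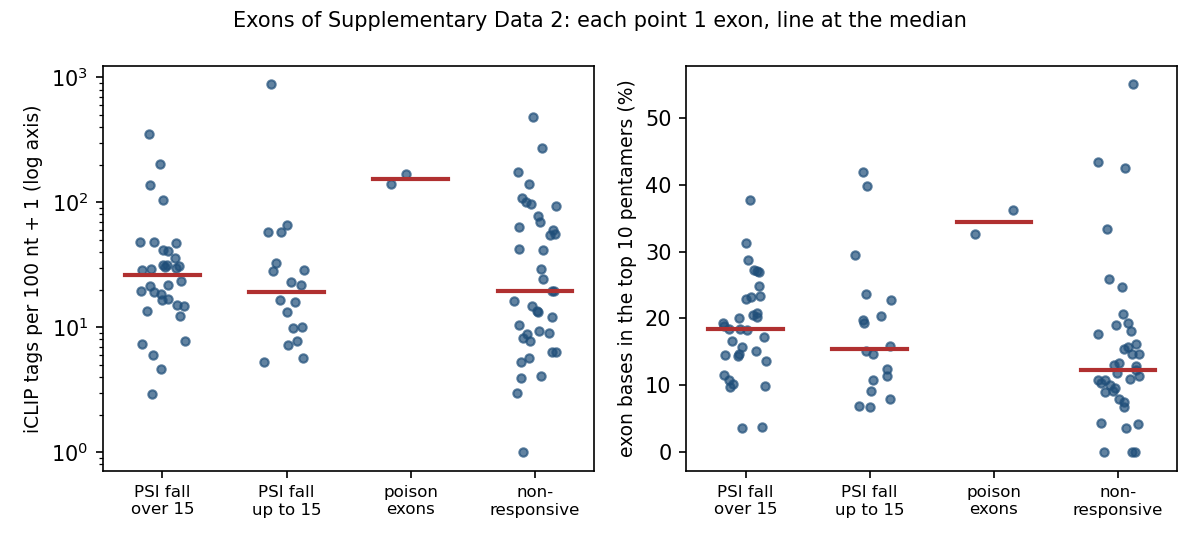
Each point is 1 exon of Supplementary Data 2, grouped by its PSI change after joint depletion. The left plot shows iCLIP tags per 100 nucleotides plus 1 on a log axis, and the right plot the percentage of exon bases in the 10 most enriched pentamers, where the groups overlap over most of their range.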

High resolution iCLIP maps of the individual exons are shown in Supplementary Fig. 10.

### Tra2 proteins are highly specific splicing regulators

To establish the relative role of Tra2 proteins in controlling the identified panel of target exons, we probed a custom plate containing cDNAs, where we had systematically knocked down 53 known splicing regulators in MDA-MB-231 cells^5^ (Fig. 4c). Strikingly, of all the knockdowns tested, only double knockdown of Tra2 proteins shifted *ANKRD1* splicing (constitutive exon) and joint Tra2 depletion also had the largest effect on splicing for *GLYR1* (alternative exon). An intermediate situation was observed for *SMC4* (constitutive exon) in which knockdown of *SNRP70* (encoding U170K) also reduced splicing inclusion, as did knockdown of *SRPK1*. The splicing inclusion pattern of *CHEK1* was strongly shifted (−78 point PSI switch) by joint depletion of Tra2 proteins, but consistent with broader mechanisms of combinatorial control, significant shifts were also seen after depletion of three core U2 snRNP components, which are thought to be important for splice site commitment for all exons. Depletion of other constitutive splicing factors such as SFRS2, hnRNPK, hnRNPC2, KHSRP and CDC5L also affected *CHEK1* exon 3 splicing.

Since our panel of splicing factor knockdowns was not exhaustive, we cannot exclude all combinations of combinatorial control. However, our data are at least consistent with Tra2 proteins being among the most quantitatively important splicing regulators for their individual target exons.

### Tra2 splicing targets associate with chromosome biology

Gene ontology (GO) enrichment analysis of the 53 human genes containing Tra2-dependent exons revealed an enrichment of five functionally similar biological processes (Fig. 5a). Eleven of the 53 genes were annotated to one or more of these processes, with ten of the eleven genes being annotated to the term ‘chromosome organization’. There was significant overlap in annotation between this process and annotation to the conceptually related terms ‘histone modification’ and ‘chromatin modification’ (Fig. 5b).

The BioGRID database^36^ was used to retrieve a network of functional interaction data involving genes containing Tra2-dependent exons. In addition to the eleven genes directly annotated to the five enriched GO processes in Fig. 5a, a further 23 of the 53 genes (43.4%) that contain Tra2-dependent exons also have functional interactions with genes annotated to these terms (Supplementary Fig. 4, and summarized in Fig. 5c). Interestingly, although indirectly connected within the network via these annotated genes, none of the 53 genes containing validated Tra2-dependent exons directly interact with one another in the BioGRID database (Supplementary Fig. 4).

### Tra2 proteins control splicing of a key checkpoint protein

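CHEK1 lies on the plus strand of chromosome 11 from 125495058 to 125546150. Its exon 3, from 125497502 to 125497725, held 63 of the 106 tags in the gene, or 59.4% (95% exact binomial interval 49.5 to 68.9). These were in a cluster of 59 tags from 125497506 to 125497644 and a cluster of 4 tags from 125497712 to 125497724. In other CHEK1 exons 7 clusters held 27 tags, and 5 clusters in introns held 16. None of these other clusters held more than 9 tags. Per 100 nucleotides exon 3 had 28.1 tags, against a median of 22.4 over the listed responsive exons. Over those exons the median share of the gene's tags was 23.6%.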

Among the Tra2 target exons involved in chromosome biology was exon 3 of the *CHEK1* gene, which encodes the serine/threonine protein kinase CHK1 that is involved in checkpoint control in response to DNA damage. iCLIP analysis identified significant Tra2β binding over *CHEK1* exon 3 (Fig. 6a), and we observed a −55 point PSI switch for this exon in MDA-MB-231 cells after joint Tra2 protein depletion (Fig. 6b). Joint depletions of Tra2α and Tra2β proteins also indicate *CHEK1* exon 3 splicing is under similar control in multiple cell types including MCF7, PC3 and HeLa (Fig. 6b).

Tra2β iCLIP tags mapped throughout *CHEK1* exon 3, but were particularly enriched towards the 3′ splice site (Fig. 7a). 

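Tags at single crosslink positions were divided at the middle of the exon, between nucleotides 112 and 113. The side nearer the 3′ splice site, which is the 5′ side of the exon, held 51 of 63 tags, or 81.0% (95% exact binomial interval 69.1 to 89.8, p = 7.46e-07 for an even division from a two-sided exact binomial test). Tags were found at 47 positions from nucleotide 5 to nucleotide 223, with at most 4 tags at any of them. When each cluster was placed whole by its midpoint instead, 59 of 63 tags, or 93.7%, were counted on the 5′ side. The cluster of 59 tags crosses the middle of the exon, so this value gives no further support. The binomial test treats tags as independent, although most of them lie in that cluster. An even division may also not be a neutral reference. Among listed exons with at least 10 tags at single positions, the median share on the 5′ side was 63.9% over responsive exons, CHEK1 included. Over non-responsive exons it was 68.0%.

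**Figure D3:**
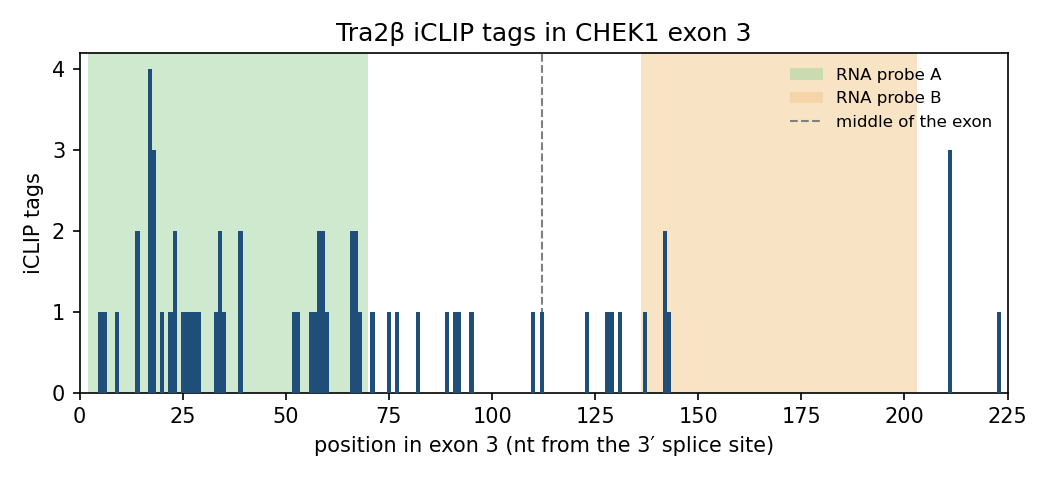
iCLIP tags at each significant crosslink position (vertical axis, pooled over 3 replicates) along CHEK1 exon 3 (horizontal axis, nucleotides from its 5′ end). The line marks the middle of the exon, with 51 tags to its left, and the shaded spans mark RNA probes A and B.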

We confirmed *CHEK1* exon 3 is a direct target for Tra2β binding *in vitro* by electrophoretic mobility shift assays (EMSAs) using radiolabelled RNA probes corresponding to portions of the exon sequence (Fig. 7b). 

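The probe sequences were matched to the hg19 sequence of CHEK1. Probe A covers nucleotides 2 to 70 of the exon, from 125497503 to 125497571, and reads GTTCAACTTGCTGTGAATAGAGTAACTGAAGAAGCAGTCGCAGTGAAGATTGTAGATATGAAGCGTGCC. It spans 28 significant crosslink positions with 41 tags, which is 65.1% of the tags in the exon, and has 5 copies of GAA and 1 of AGAA. Probe B covers nucleotides 136 to 203, from 125497637 to 125497704, and reads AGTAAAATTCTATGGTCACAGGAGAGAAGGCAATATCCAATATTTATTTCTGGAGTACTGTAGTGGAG. Over its 68 nucleotides there were 3 positions with 4 tags, 6.35% of those in the exon, and 1 copy each of GAA and AGAA. The 10 most enriched pentamers covered 29.0% of the bases of probe A and 7.35% of those of probe B. The intronic probe, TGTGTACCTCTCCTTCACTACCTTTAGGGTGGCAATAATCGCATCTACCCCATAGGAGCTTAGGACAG, lies upstream of the exon from 125497091 to 125497158 and had no tags at significant sites and no copy of GAA.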

RNA probe A corresponds to the part of *CHEK1* exon 3 with the most Tra2β iCLIP tags, and also contains the most predicted binding sites for Tra2β (shaded green in Fig. 7B, right hand side). RNA probe A was very efficiently shifted by even the lowest tested concentrations (25 ng) of Tra2β protein. RNA probe B did not bind Tra2β protein as tightly (around 200 ng Tra2β protein was needed to see a comparable shift) and also contained fewer Tra2β binding sites and mapped iCLIP tags. A control RNA probe corresponding to the flanking intron sequence did not shift even at the highest concentrations of Tra2β protein (this intron sequence contained no predicted Tra2β binding sites).

We confirmed that *CHEK1* exon 3 is a direct target for Tra2β splicing regulation using a minigene construct in which *CHEK1* exon 3 is flanked by β-globin exons (Fig. 7c). After transfection of this minigene into HEK-293 cells, *CHEK1* exon 3 was skipped, but its splicing inclusion was strongly induced in response to co-transfection with either Tra2β-GFP or Tra2α-GFP. No *CHEK1* exon 3 splicing activation was observed after co-transfection of either Tra2βΔRRM-GFP (lacking the RRM) or GFP alone. Furthermore, point mutations of the Tra2β binding sites within the exon (wild-type binding sites shaded green, mutations shaded red in Fig. 7c right hand side) completely abolished splicing activation in response to coexpressed Tra2 proteins.

### Tra2 proteins are required for CHK1 protein expression

We carried out further experiments to test if Tra2 proteins are also required for expression of full-length CHK1 protein. On western blots, we could detect expression of a single major protein CHK1 isoform in MDA-MB-231 cells, corresponding to the expected size of full-length CHK1 protein (54 kDa). This band was substantially reduced following treatment with an siRNA directed against *CHEK1* mRNA (Fig. 8a). Consistent with joint control of *CHEK1* expression by Tra2α and Tra2β, levels of full-length CHK1 protein were also substantially reduced after joint depletion of Tra2α and Tra2β. Expression of full-length CHK1 protein was also reduced after joint Tra2α and Tra2β protein depletion in MCF7, PC3 and to a lesser extent HeLa cells (Supplementary Fig. 7a).

A shorter isoform of the CHK1 protein (termed CHK1-S) has previously been reported to be translated from an alternative downstream translational initiation site in exon 3-skipped *CHEK1* mRNA^37^. In our experiments, although depletion of Tra2 proteins switched splicing of *CHEK1* exon 3, they did not lead to an observable increase in any shorter isoform of the CHK1 protein. We detected much lower expression levels of possible shorter CHK1 protein isoforms on western blots compared with full-length CHK1 protein (the ~43 KDa protein that would correspond in size to CHK1-S could only be seen on long exposure, and decreased on siRNA treatment,Supplementary Fig. 7b). CHK1-S protein is reported to be regulated over the cell cycle and in tumours^37^. To test for cell cycle regulated splicing inclusion of *CHEK1* exon 3, we prepared RNAs from KG1 cell populations enriched in different cell cycle stages prepared using elutriation (Supplementary Fig. 5). When analysed by RT–PCR, very similar patterns of *CHEK1* exon 3 splicing inclusion were observed in each of the cell populations even though they contain different cell cycle profiles. We could detect high levels of both *CHEK1* splice isoforms in RNA purified from a small panel of breast cancer tissues, although we did not see an enrichment of either isoform in any particular tumour type at the RNA level (Supplementary Fig. 6). Overall, the above data are most consistent with Tra2α and Tra2β activity being essential for expression of full-length CHK1 protein rather than inducing expression of a shorter protein isoform of CHK1.

### Tra2 protein depletion affects DNA damage and cell viability

Although it is not as a direct target of CHK1 phosphorylation, γH2AX has been used as a marker for the replication stress that can be induced by depleted CHK1 levels^38^,^39^. Similar to previous observations^38^, we observed greatly increased levels of the DNA damage marker γH2AX following depletion of CHK1 protein by siRNA, compared with cells treated with a negative control siRNA (Fig. 8a). Increased γH2AX levels were also observed after joint depletion of Tra2α and Tra2β proteins in MDA-MB-231 cells and in MCF7 cells (Fig. 8a,b). The relative increased levels of γH2AX following CHEK1 or TRA2A/B siRNA treatment appear proportional to the reduction in full-length CHK1 protein expression observed by western blot.

Microscopy and MTT assays also indicated reduced cell viability 120 hours after joint Tra2α and Tra2β depletion (Fig. 8c,d). In contrast, single depletion of either Tra2α or Tra2β had negligible effect on cell viability compared with mock depleted cells. Similar results were obtained using two independent sets of siRNAs targeted at different regions of the mRNAs. This reduction in cell viability from joint removal of Tra2α and Tra2β, compared with the negligible effects of removing either protein alone, suggest that Tra2α and Tra2β are functionally interchangeable for maintaining cell viability in MDA-MB-231 cells, as well as in splicing control.

Depletion of CHK1 also reduced cell viability in MDA-MB-231 cells (Fig. 8e). This suggests that depletion of full-length CHK1 protein would likely be sufficient by itself to contribute to the loss of cell viability observed after joint Tra2α and Tra2β depletion. To test if re-introduction of full-length CHK1 protein would be sufficient to restore viability of joint Tra2α and Tra2β protein-depleted cells, we made a stable cell line in the FLP-in HEK-293 cell background in which a full-length FLAG-tagged CHK1 protein was expressed under control of a tetracycline promoter. Similar to the result obtained in MDA-MB-231 cells, joint depletion of Tra2α and Tra2β reduced cell viability in this stable HEK-293 cell line. However, although the full-length FLAG-tagged CHK1 protein was efficiently induced by tetracycline, it was not sufficient to rescue cell viability after joint Tra2 protein depletion (Supplementary Figs 8 and 9). While we cannot rule out that the tagged full-length CHK1 protein failed to rescue viability of this cell line for another reason, this result is consistent with multiple exons controlled by Tra2 proteins (including *CHEK1* exon 3) being important for cell viability.

Finally, we monitored incorporation of the thymidine analogue EdU using flow cytometry to determine whether joint Tra2 protein depletion affected cell proliferation of MDA-MB-231 cells (Fig. 8f). After joint Tra2 protein depletion, we observed a significant reduction in the proportion of EdU-positive cells 96 h after siRNA transfection (an 8.4% reduction, *P*=0.02), indicating fewer cells had initiated DNA replication after joint Tra2 protein depletion. A slight reduction in the proportion of EdU-positive cells was observed after single CHK1 protein depletion, but this was not statistically significant when compared with negative control siRNA-treated cells. Joint Tra2 protein depletion also caused an increase in the proportion of cells containing abnormally shaped nuclei 96 h after siRNA transfection, consistent with major biological defects (Fig. 8g).

## Discussion

Here we find that only joint depletion of both Tra2α and Tra2β proteins (and not single depletion of either protein alone) could induce substantial splicing switches in endogenous Tra2β target exons in MDA-MB-231 cells. This joint depletion strategy has enabled us to derive the most comprehensive map of dual Tra2-dependent target exons in any organism to date. Among the jointly regulated exons identified here was a key exon in the *CHEK1* gene, which encodes a protein essential for monitoring DNA damage and controlling cell cycle progression^37^,^39^. Exon 3 of the *CHEK1* gene is 224 nucleotides long; hence, skipping of this exon in the absence of Tra2 proteins would frameshift the reading frame of the *CHEK1* mRNA if a downstream translational initiation site is not selected^37^. 

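The annotated coordinates of CHEK1 exon 3 give the same length, which leaves a remainder of 2 when divided by 3, and all 224 nucleotides are annotated as coding sequence. GENCODE release 44 contains 12 CHEK1 transcripts with this exon and 4 that span and skip it, all 4 annotated as coding. The exon reads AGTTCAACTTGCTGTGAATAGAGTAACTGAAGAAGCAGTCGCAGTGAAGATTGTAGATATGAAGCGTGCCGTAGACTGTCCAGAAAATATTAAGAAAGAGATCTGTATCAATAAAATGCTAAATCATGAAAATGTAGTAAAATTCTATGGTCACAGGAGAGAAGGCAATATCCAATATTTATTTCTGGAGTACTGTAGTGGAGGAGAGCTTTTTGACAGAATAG.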

Joint depletion of both Tra2 proteins quantitatively switched *CHEK1* pre-mRNA splicing, reduced expression of full-length CHK1 protein, and led to an increase in DNA damage as monitored by accumulation of γH2AX. We also confirmed *SMN2* exon 7 as a joint Tra2α/Tra2β target exon. Joint control by Tra2α provides an explanation why *SMN2* exon 7 is a target for Tra2β in transfected cells, but not appreciably affected in *Tra2b* single knockout mice^15^.

This strategy also reveals that Tra2 proteins are required for splicing inclusion of some constitutively spliced exons. To the best of our knowledge, Tra2 proteins have only previously been described as alternative splicing factors^26^. Low levels of apparent alternative splicing of constitutive exons might be ascribed to error prone exon recognition by the spliceosome^40^. However, the *ANKRD1* and *SMC4* exons are not annotated as alternatively spliced in any tissue consistent with them being true constitutive exons, yet also show high-amplitude splicing changes upon Tra2 protein depletion. A role in constitutive splicing brings the Tra2 proteins closer to the core SR group in described molecular functions^23^. Consistent with this newly discovered role, Tra2β protein is fairly evenly expressed across mouse tissues, so would be available in most cells for splicing inclusion of constitutive exons^10^,^18^. Although we only detected exons activated by Tra2 proteins in this study, exons have previously been described that are repressed by Tra2 proteins^29^,^41^. Such repressed exons might have either eluded our search criteria or occur less frequently.

Genes containing Tra2-dependent exons are enriched in processes associated with chromosome biology. Although GO annotations are known to be incomplete and can differ in accuracy^42^, this pattern of functional enrichment observed in our data is notably coherent. A potential association between the Tra2-dependent exons and chromosome biology is additionally supported by the connectivity of the BioGRID functional interaction network. In addition to the regulated *CHEK1* alternative splice, 6/17 of the strongest Tra2 protein-responsive exons (showing >40 point PSI change after Tra2 depletion) were also in genes involved in chromosome structure and epigenetic regulation, including *MSL3* (−41 point PSI exon switch after Tra2 depletion). *MSL3* is the human ortholog^43^ of the *Drosophila melanogaster MSL3* gene, which regulates chromatin remodelling during sex determination, and is under control of Sex Lethal (a protein just upstream of Tra2 in the *Drosophila* sex determination pathway) in flies. The *SMC4* gene (−66 point PSI exon switch after Tra2 depletion) encodes a protein important for DNA repair and chromosome condensation, and also interacts with the CTCF transcription factor that modifies chromatin structure^44^. The *ANKRD1* (−73 point PSI exon switch after Tra2 depletion) encodes a transcription factor, which is a negative regulator of cardiac genes^45^. Also among the genes with highly Tra2 protein-responsive exons was *GLYR1* (−41 point PSI exon switch after Tra2 depletion), which is a cofactor for histone demethylation^46^, and the zinc-finger protein *ZCCHC9* (−68 point PSI exon switch after Tra2 depletion), which targets histone mRNAs for degradation^47^. *ZCCHC7* (−72 point PSI exon switch after Tra2 depletion) and *ZCCHC11* (−46 point PSI exon switch after Tra2 depletion) encode zinc-finger proteins homologous to ZCCHC9, but with roles in non-coding RNA metabolism^47^,^48^,^49^. The *MPHOSPH10* gene (−42 point PSI exon switch after Tra2 depletion) encodes a protein involved in ribosomal RNA processing in interphase, and is associated with chromosomes during mitosis^50^. Other genes involved in chromatin modification that are controlled by Tra2 proteins but did not fit into the most responsive group include the *NASP* (*NASP-T*, −12 point PSI exon switch after Tra2 depletion) and *ATRX* genes (−23 point PSI exon switch after Tra2 depletion)^18^,^51^. Interestingly, the two known *Drosophila* Tra2 splicing targets *Doublesex* and *Fruitless* are both transcription factors^12^, and one of the major functions of the *Drosophila* sex determination pathway is dosage compensation via chromatin modification. Our data lend further support to the association of particular splicing regulators with the regulation of coherent cellular functions, also described for NOVA, RBFox2, PTB and T-STAR^4^,^5^,^6^,^7^.

Our data indicate a high degree of functional redundancy between Tra2α and Tra2β, and a powerful homeostatic repressive feedback activity of Tra2β over Tra2α that buffers splicing changes when just one of these proteins is missing. Although splicing defects after single Tra2α and Tra2β depletion were small, they were often individually statistically significant (for example, in the *ATRX* gene). Such fine tuning of splicing profiles by joint Tra2 protein concentration by splicing feedback control might be important in whole organisms and at particular points of development (for example, in brain or testis development). Even individually, small splicing defects over many Tra2β-target exons might cumulatively cause physiological defects. This might explain why *Tra2b*-null mice are embryonic lethal despite containing a *Tra2a* gene^15^,^17^,^18^. Similar asymmetric expression patterns, in which a dominantly expressed splicing factor cross-regulates other family member proteins, have been found in the PTB family, where PTBP1 cross-regulates PTBP2 and PTBP3 (ref. 53). Comprehensive identification of PTBP1 targets similarly required joint depletion of PTBP1 and PTBP2 (ref. 53) Future studies of Tra2β-regulated splicing may also benefit by considering expression levels of both Tra2 proteins, rather than in the context of Tra2β expression alone.

Joint depletion of both Tra2 protein levels reduced cell viability in MDA-MB-231 cells, likely at least in part because of the requirement for productive splicing of the *CHEK1* mRNA. CHK1 protein expression is critical to reduce replication stress in cancer cells undergoing rapid proliferation driven by oncogenes including *RAS* and *MYC*^54^,^55^. Our data thus suggest the Tra2 proteins may represent novel targets to inhibit cancer cell growth.

## Methods

### Cell culture

MDA-MB-231 cells and MCF7 cells were maintained in DMEM (no phenol red) plus 10% fetal bovine serum and 1% Penicillin Streptomycin. HEK-293, HeLa and PC3 cells were maintained in DMEM plus 10% fetal bovine serum. Cells lines were originally purchased from the American Type Culture Collection and LGC Standards, Europe.

### iCLIP

Triplicate iCLIP experiments were performed following the iCLIP protocol^33^. Briefly, MDA-MB-231 cells were irradiated with 400 mJ cm^−2^ ultraviolet-C light on ice, lysed and subject to partial RNase digestion. The crosslinked Tra2β-RNA complexes were then immunoprecipitated using Protein A Dynabeads (Invitrogen) and a rabbit polyclonal anti-Tra2β antibody (Abcam, ab31353). cDNA libraries were prepared according to the published iCLIP protocol. High throughput sequencing of cDNA libraries was performed using an Illumina GAIIx.

### RNA-seq

RNA was extracted from cells using RNeasy Plus Mini Kit (Qiagen) following manufacturer’s instructions and re-suspended in nuclease-free water. All RNA samples were DNase treated using DNA-free kit (Invitrogen) and stored at −80 °C prior to RNA quality control check using 2100 Agilent Bioanalyser and mRNA library prep using TruSeq mRNA library kit (Illumina). Pair-end sequencing was done in total for six samples (three biological replicates of negative control siRNA-treated cells and three biological replicates from *TRA2A* and *TRA2B* siRNA-treated cells) using an Illumina HiSeq 2000.

### Bioinformatics (iCLIP and RNA-seq analysis)

iCLIP data analysis, crosslink site identification and quantification, randomization of iCLIP positions and pentamer enrichment analysis were performed according to published procedures^33^. Briefly, we used the human genome annotation version hg19, and gene annotations from Ensembl 59. Experiment barcode and random barcodes were registered and removed from iCLIP reads. After trimming, we ignored reads shorter than 11 nucleotides. Remaining trimmed reads were then mapped using Bowtie^56^, allowing two mismatches and accepting only reads with single hits. Crosslink sites were initially identified as the first nucleotide upstream of the iCLIP tag, and then filtered to determine statistically significant crosslink sites and those which occurred in clusters within 15 nucleotides windows and with a significant iCLIP tag count, compared with randomized positions, as described in Konig *et al*.^56^. For RNA-seq analysis, the base quality of raw sequencing reads were checked with FastQC (ref. 57) and refined with Seqtk (ref. 58) and Trim-galore (ref. 59). Reads were mapped to the hg19 reference with Tophat2 (ref. 60) and matches analyzed with Bedtools (ref. 61). Differentially expressed genes and exon usage were determined with DESeq (ref. 62) and DEXSeq (ref. 63) respecitvely.

### siRNA transfection

Efficient knockdown of endogenous Tra2α, Tra2β and CHK1 proteins were achieved by transfecting cells with Silencer Select Pre-designed siRNAs (Ambion), targeting *TRA2A* mRNA (Ambion IDs: s26664 and s26665), *TRA2B* mRNA (Ambion IDs: s12749 and s12751) or *CHEK1* mRNA (Ambion ID: s503) respectively, with siPORT NeoFX Transfection Agent (Ambion). Control cells were transfected with a negative control siRNA (Ambion Cat#: 4390843). MDA-MB-231 cells grown in 100 mm tissue culture dishes were transfected with either 24 μl of 10 μM negative control siRNA (control), 12 μl of 10 μM siRNA targeting *TRA2A, TRA2B or CHEK1* (single Tra2α, Tra2β or CHK1 knockdown) or 12 μl of 10 μM siRNA targeting *TRA2A* and 12 μl of 10 μM siRNA targeting *TRA2B* (joint Tra2α and Tra2β knockdown). Cells were incubated for 72 h post siRNA transfection, before RNA extraction or western blotting.

### Splicing assays: RNA extraction, RT–PCR and PCR

RNA was extracted using standard Trizol RNA extraction. cDNA was synthesized from 500 ng total RNA in a 10 μl reaction, using Superscript VILO cDNA synthesis kit (Invitrogen) following manufacturer’s instructions. Splicing profiles were monitored by PCR using primers in flanking exons. For each PCR, 1 μl diluted cDNA (1/8) was used as template in a 10 μl PCR reaction using Phusion High-Fidelity PCR Kit (NEB, UK) following manufacturer’s instructions. Splicing profiles were monitored and quantified using the Qiaxcel capillary electrophoresis system (Qiagen) and PSI was calculated as described previously^18^. All primers used for splicing assays are provided in Supplementary Data 3.

### Quantitative PCR

Relative gene expression was determined by quantitative real-time PCR using the SYBR Green PCR Master Mix kit (Applied Biosystems) and an Applied Biosystems 7900HT Fast Real-Time PCR Machine. cDNA was generated from equal quantities of total RNA for each sample using Superscript VILO cDNA synthesis kit (Invitrogen) following manufacturer’s instructions. Gene expression was calculated relative to three housekeeping genes *ACTB*, *GAPDH* and *TUBB*. *C*_*t*_ values for each sample were calculated using SDS 2.4 software (Applied Biosystems) and relative mRNA expression was calculated using the 2^**−**ΔΔ*Ct*^ method.

### Calculation of Tra2β binding site density

Tra2β binding site density was calculated as the percentage of nucleotides within an exon that correspond to the top 10 kmers identified from the Tra2β iCLIP experiments (Supplementary Fig. 2b).

### Detection of proteins using western blotting

Endogenous proteins were detected by western blot analysis using the following primary antibodies and dilutions: Tra2α (Novus Biologicals, H00029896-B01P;1:500 dilution), Tra2β (Abcam, ab31353;1:2,000 dilution), CHEK1 (Proteintech, 10362-1-AP;1:250 dilution), Histone H2AX (Santa Cruz Biotechnology, sc54-606;1:500 dilution), γH2AX (Ser 139) (Santa Cruz Biotechnology, sc-101696;1:500 dilution), FLAG (Sigma-Aldrich, F3040;1:2,000 dilution), β-Actin (Sigma-Aldrich, A5441,1:2,000 dilution) and α-Tubulin (Sigma-Aldrich, T5168;1:2,000 dilution).

### *ANKRD1 and CHEK1* minigene construction and mutagenesis

The *ANKRD1* constitutive exon and ~200 nucleotides of flanking intronic region was amplified from human genomic DNA using the cloning primers ANKRD1 F (5′- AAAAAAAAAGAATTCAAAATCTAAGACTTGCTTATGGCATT -3′) and ANKRD1 R (5′ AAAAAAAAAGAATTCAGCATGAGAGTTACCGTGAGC -3′). The PCR products were digested with *BamH1* restriction enzyme and cloned into the pXJ41 vector^64^ using the *Mfe*1 site midway through the 757 nucleotide rabbit β-globin intron 2. Tra2β binding site mutations were made using site directed mutagenesis with the following primers; ANKRD1 M1F (5′- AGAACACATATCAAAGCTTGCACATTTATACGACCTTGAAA -3′), ANKRD1 M1R (5′- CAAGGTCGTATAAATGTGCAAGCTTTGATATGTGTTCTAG -3′), ANKRD1 M2F (5′- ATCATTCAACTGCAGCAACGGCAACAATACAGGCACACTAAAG -3′) and ANKRD1 M2R (5′- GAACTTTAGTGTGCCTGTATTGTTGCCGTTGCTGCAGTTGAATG -3′). The *CHEK1* alternative exon and approximately 250 nucleotides of flanking intronic region was synthesised *in vitro* and similarly cloned into the pXJ41 vector. A mutated version that disrupted Tra2β binding sites was also synthesised (sequence provided in Fig. 7c) and cloned into the pXJ41 vector. Analysis of splicing patterns of mRNAs transcribed from minigenes was carried out in HEK-293 cells as previously described^18^,^24^, using primers within the β-globin exons of pXJ41; PXJRTF (5′- GCTCCGGATCGATCCTGAGAACT -3′) and PXJB (5′- GCTGCAATAAACAAGTTCTGCT -3′).

### EMSAs

Gel shift experiments^18^,^65^ were performed using full-length Tra2β protein and *in vitro*-translated RNA probes made from constructs containing amplified regions of the human *CHEK1* gene, cloned into the pBluescript vector. Three regions of the human *CHEK1* gene were amplified using the following primers: CHEK1 intronic F (5′- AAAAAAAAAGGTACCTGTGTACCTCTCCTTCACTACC -3′), CHEK1 intronic R (5′- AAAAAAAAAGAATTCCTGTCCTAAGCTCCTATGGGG -3′), CHEK1 exon region A F (5′- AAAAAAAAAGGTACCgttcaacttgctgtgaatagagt -3′), CHEK1 exon region A R (5′- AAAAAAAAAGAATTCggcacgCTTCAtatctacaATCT -3′), CHEK1 exon region B F (5′- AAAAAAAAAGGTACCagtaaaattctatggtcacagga -3′) and CHEK1 exon region B R (5′- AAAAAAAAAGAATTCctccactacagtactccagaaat -3′).

### GO and functional network analysis

GO^66^ enrichment analysis was carried out using the Bioconductor GOstats package version 2.24.0 refs 67,68. Enrichments of GO biological process terms were calculated using the conditional hypergeometric test with a significance cut-off of 0.001 and using a background of genes that are normally expressed in MDA-MB-231 cells. Annotations were taken from the Bioconductor *Homo sapiens* annotation package org.Hs.eg.db version 2.8.0 ref. 69. The analysis was run in the open source statistical package R version 3.0.1 ref. 70.

Interaction data for *Homo sapiens* was retrieved from the BioGRID database (version 110). These data were integrated into a network in which nodes represented genes or gene products, and edges represented any type of BioGRID interaction between the nodes. The network was visualised using the Cytoscape visualization platform^71^, and was coloured based on annotations to top five enriched GO biological processes (as downloaded from QuickGO^71^). Where a protein was annotated to more than one term, the most specific annotation was chosen.

### MTT assay

MTT assays were performed using MTT Cell Proliferation Assay Kit (Cayman Chemical), following manufacturer’s instructions. An siRNA transfection mix was added to a suspension of ~2 × 10^5^ MDA-MB-231 cells in 10 ml media. The siRNA/cell suspension was gently mixed and a 100 μl aliquot was added per well to a 96-well plate. Absorbance from the MTT assay was measured at 24, 48, 72, 96 and 120 h after siRNA transfection/seeding of cells. Relative density of cells was also compared 120 h after seeding cells by microscopy.

### Fluorescence-activated cell sorting analysis of EdU-positive cells

MDA-MB-231 cells were incubated with 10 μM EdU for 4 h, 96 h after siRNA transfection. Cell fixation, permeabilization and EdU detection was performed using the Click-iT EdU Flow Cytometry Assay Kit (Life Technologies) following the manufacturer’s instructions. Data were collected and analysed using a BD LSR II flow cytometer using 488 nm excitation and a 520/20 band-pass for detection of EdU Alexa Fluor488 azide and 355 nm excitation and a 450/50 band-pass for detection of 4',6-diamidino-2-phenylindole. Experiments were performed with biological triplicate samples and 30,000 cells were analysed per sample. A no-EdU control sample was used to inform our gating strategy to calculate the proportion of EdU-positive cells.

### Analysis of nuclear morphology

To investigate nuclear morphology, cells were fixed with 4% paraformaldehyde followed by nuclear staining with 4',6-diamidino-2-phenylindole, 96 h after siRNA transfection (siRNA transfection as described above).

### Elutriation and cell cycle evaluation

Elutriation: Cells were size fractionated by centrifugal elutriation, using flow rates of 10, 13, 17, 20, 24 and 28 ml min^−1^ (ref. 72). Cell cycle evaluation: Cell cycle phase enrichment of cells was assessed using immunofluorescence staining for CENPF (late S, G_2,_ G_2_/M)^73^ and phospho-histone H3S10 (G_2_/M, M)^74^. Asynchronous and elutriated KG1 cells were suspended in PBS, spotted onto poly-lysine-coated slides and processed for immunofluorescence. Images were captured and cells were scored for CENPF and phospho-H3S10 staining.

### Generation of tetracycline-inducible HEK-293 cells

Full-length CHK1-FLAG cDNA was amplified from the pcDNA4-Chk1-Flag plasmid (Addgene plasmid #22894) using the primers CHEK1 FLAG F (5′- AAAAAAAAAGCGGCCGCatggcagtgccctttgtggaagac -3′) and CHEK1 FLAG R (5′- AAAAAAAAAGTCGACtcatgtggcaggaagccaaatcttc -3′) and cloned into the Flp-In expression vector (pCDNA5). To generate an inducible cell line, the CHK1-FLAG-pCDNA5 vector was cotransfected with the Flp recombinase plasmid (pOG44) into Flp-In HEK-293 cells and selected for using treatment with Hygromycin B. Following Hygromycin B selection, CHK1-FLAG expression was induced by the addition of tetracycline to promote expression CHK1-FLAG expression via a tetracycline-inducible promoter.

## Additional information

**How to cite this article**: Best, A. *et al*. Human Tra2 proteins jointly control a *CHEK1* splicing switch amongst alternative and constitutive target exons. *Nat. Commun.* 5:4760 doi: 10.1038/ncomms5760 (2014).

**Accession codes:** iCLIP and RNA-seq data available via the Gene Expression Omnibus (GEO) using GEO accession number GSE59335.

## Supplementary Material

Supplementary Figures Supplementary Figures 1-15

Supplementary Data 1 iCLIP sequencing read statistics showing number of total reads per replicate, number of cDNAs identied (i.e., reads with unique random barcodes mapped at each position), andnumber of cross-link sites.

Supplementary Data 2 Summary of all 53 Tra2-dependent human exons identified in MDA-MB-231 cellsand 38 exons which had iCLIP coverage but did not respond to joint Tra2a/Tra2β protein depletion.

Supplementary Data 3 Sequences of oligonucleotide primers used in this study.

## Figures and Tables

**Figure 1:**
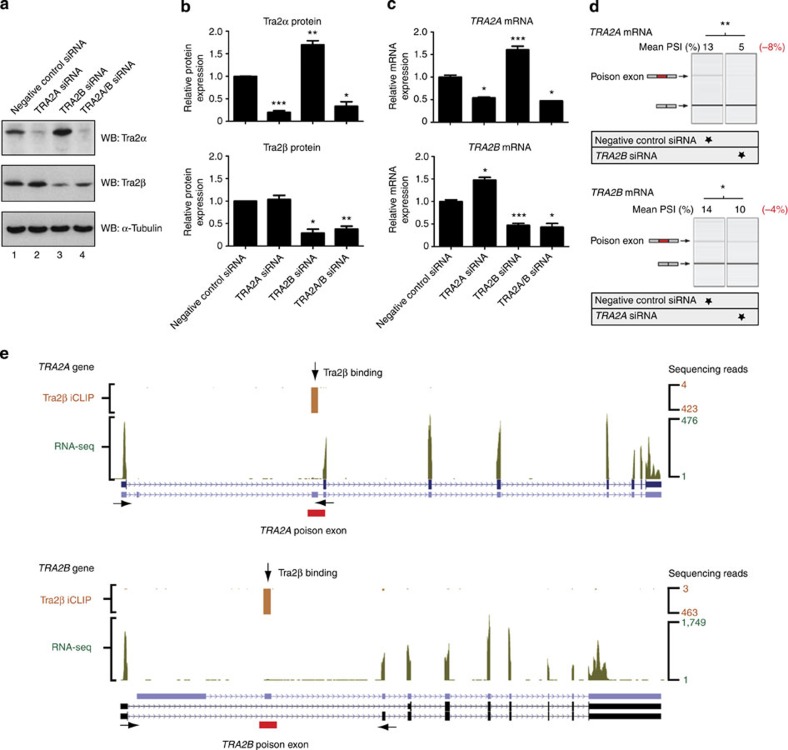
Tra2β regulates Tra2α protein expression. (**a**) Western blot analysis showing depletion of *TRA2B* induces reciprocal upregulation of Tra2α protein expression, whereas depletion of *TRA2A* had minimal effect on Tra2β protein expression. (**b**) Quantitation of cross-regulation between Tra2α and Tra2β at the protein level (Tra2α and Tra2β protein expression were quantified relative to α–Tubulin from three western blots using independent biological replicates). (**c**) Quantitation of cross-regulation between Tra2α and Tra2β at the RNA level from quantitative PCR analysis of three independent biological replicates in MDA-MB-231 cells. (**d**) Splicing inclusion of the *TRA2A* poison exon is strongly reduced by depletion of endogenous Tra2β protein, whereas splicing inclusion of the *TRA2B* poison exon is less affected by depletion of Tra2α protein. Splicing patterns were monitored by RT–PCR between flanking exons (arrowed) followed by capillary electrophoresis. (**e**) Screenshot from the UCSC genome browser^35^ showing the *TRA2B* and *TRA2A* genes, and the positions of aligned RNA-seq reads (green peaks) and Tra2β binding (orange clusters of significant cross-linking by Tra2β protein identified by biological triplicate iCLIP experiments) in MDA-MB-231 cells. Probability (*P*) values were calculated using an independent two-sample *t*-test between negative control siRNA-treated cells and the gene-specific siRNA-treated cells (statistical significance shown as: *P<0.05, **P<0.01, ***P<0.0001). All data represented by bar charts was generated from three biological replicates and error bars represent the s.e.m.

**Figure 2:**
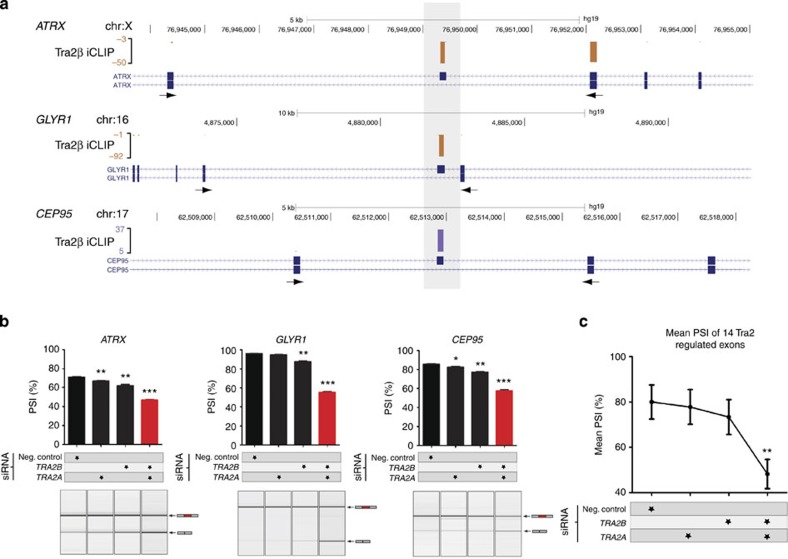
Endogenous Tra2α functionally compensates for loss of Tra2β. (**a**) UCSC genome browser screenshot^35^ showing significant clusters of iCLIP tags mapping directly to alternatively spliced exons within the *CEP95*, *GLYR1* and *ATRX* genes (position of target alternative exons highlighted in grey). (**b**) Splicing inclusion of novel Tra2β target exons within *ATRX*, *GLYR1* and *CEP95* were only slightly affected by depletion of either endogenous Tra2α or Tra2β proteins, but were strongly affected by joint depletion of both Tra2α and Tra2β (red). PSI levels were measured by RT–PCR and capillary gel electrophoresis (lower panels) in three biological replicates (upper panels). (**c**) Splicing inclusion of 14 novel Tra2β target exons showed minimal splicing response to single depletion of either Tra2α or Tra2β, but showed highly significant splicing changes after joint depletion of both Tra2 proteins (complete data for all 14 exons is provided in Supplementary Fig. 4). Probability (*P*) values were calculated using an independent two-sample *t*-test between PSI levels of negative control siRNA-treated cells and *TRA2A*/*TRA2B* siRNA-treated cells (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). All data represented by bar charts was generated from three biological replicates where error bars represent the s.e.m.

**Figure 3:**
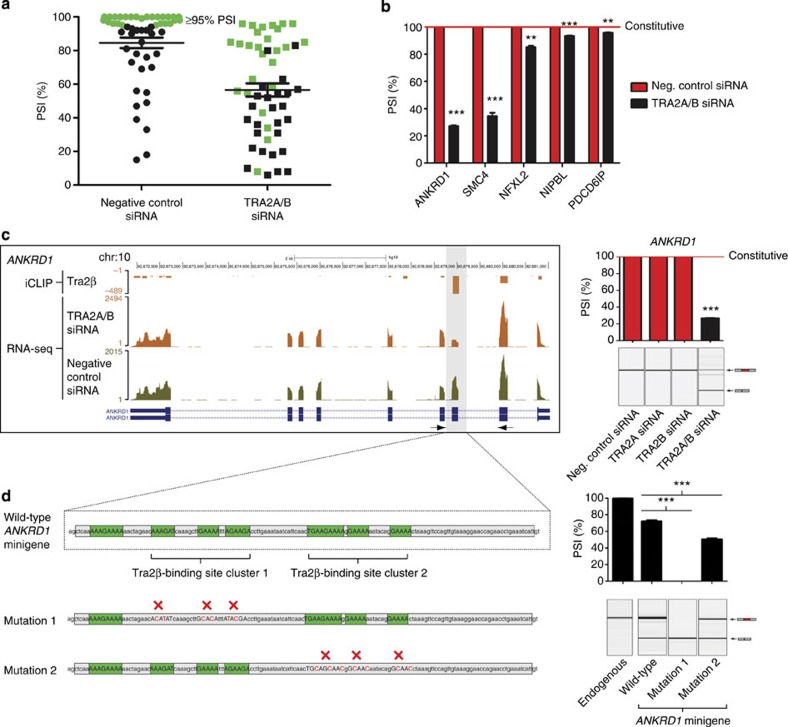
Tra2 proteins control splicing of constitutively spliced target exons. (**a**) Many novel Tra2α/β-responsive exons normally have high levels of splicing inclusion in MDA-MB-231 cells. PSI levels of target exons are shown from negative control siRNA-treated cells and after joint Tra2 protein depletion. Exons included at equal to or greater than 95% PSI in control MDA-MB-231 cells are highlighted in green. (**b**) The inclusion of five constitutively spliced Tra2β target exons is reduced after joint Tra2α/Tra2β protein depletion. PSI levels were measured by RT–PCR and capillary gel electrophoresis. (**c**) The splicing profile of the *ANKRD1* gene changes in response to joint depletion of Tra2 proteins. Combined iCLIP and RNA-seq data were visualized on the UCSC genome browser^35^ (left panel), and splicing inclusion levels directly measured using RT–PCR (right panel). Probability (*P*) values were calculated using an independent two-sample *t*-test between the PSI levels of negative control siRNA-treated cells and the gene-specific siRNA-treated cells (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). All data represented by bar charts was generated from three biological replicates and error bars represent s.e.m. (**d**) Tra2β binding sites in the *ANKRD1* exon are essential for its splicing inclusion. The wild-type minigene contained two clusters of Tra2β binding sites, which were independently altered by mutagenesis (left panel). The PSI of the resulting exons was measured after transfection into HEK-293 cells at endogenous Tra2β protein concentrations (right panel). Probability (*P*) values were calculated using an independent two-sample *t*-test between PSI levels of the wild-type and mutated versions of the *ANKRD1* minigene (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). All data represented by bar charts was generated from three biological replicates and error bars represent the s.e.m.

**Figure 4:**
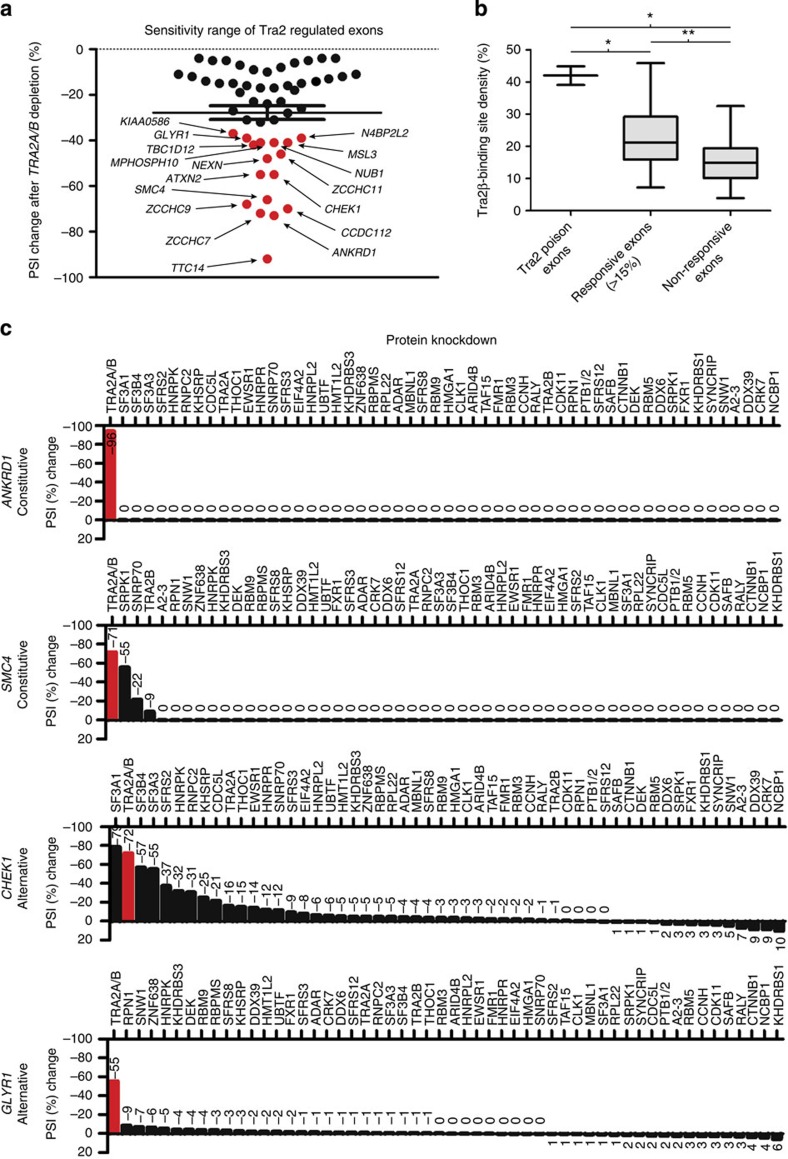
Identification of exons jointly controlled by Tra2α and Tra2β proteins. (**a**) Scatterplot showing amplitude of splicing response of 53 exons to joint depletion of endogenous Tra2α and Tra2β in MDA-MB-231 cells. The genes corresponding to the highest amplitude PSI changes after joint Tra2 protein depletion are labelled and highlighted in red. (**b**) Analysis of Tra2β binding site density (measured as a percentage of exon content) within groups of Tra2β target exons identified by iCLIP. Tra2β binding site density comparisons are shown between the Tra2α and Tra2β poison exons; all exons that showed a greater than 15% point PSI change following joint Tra2α and Tra2β depletion; and in the exons that bound Tra2β based on iCLIP tag coverage but did not respond to Tra2α and Tra2β depletion. Probability (*P*) values were calculated using an independent two-sample *t*-test (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). (**c**) Regulation of *ANKRD1*, *SMC4*, *GLYR1* and *CHEK1* splice variants following knockdown of a panel of RNA binding proteins (RBPs) in MDA-MB-231 cells^5^. The *y* axis shows PSI change after joint Tra2α and Tra2β depletion, with a negative number indicating splicing repression in the absence of these proteins.

**Figure 5:**
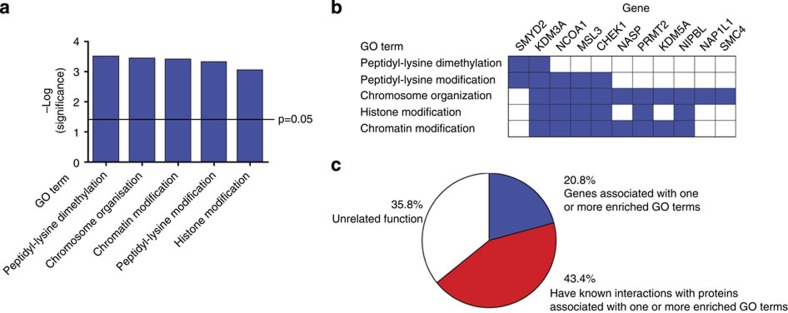
Tra2 splicing targets are enriched in GO terms associated with chromosome biology. (**a**) GO enrichment analysis reveals splicing targets responsive to endogenous Tra2α/Tra2β protein concentrations are enriched in particular biological processes associated with chromosome biology. (**b**) GO enrichment analysis showed some joint Tra2α/Tra2β-responsive exons were annotated to multiple overlapping biological processes. (**c**) Summary of GO and network analyses of joint Tra2α and Tra2β-dependent splicing targets. Individual segments of the pie chart show the percentage of Tra2α/Tra2β target genes directly annotated to the GO biological processes shown in part **a**; the percentage of Tra2α/Tra2β target genes that interact within the BioGrid database with partners known to be involved in the biological processes shown in part **a**; and the percentage of Tra2α/Tra2β target genes, which have unknown or unrelated functions. Full details of the BioGrid analysis are given in Supplementary Fig. 4.

**Figure 6:**
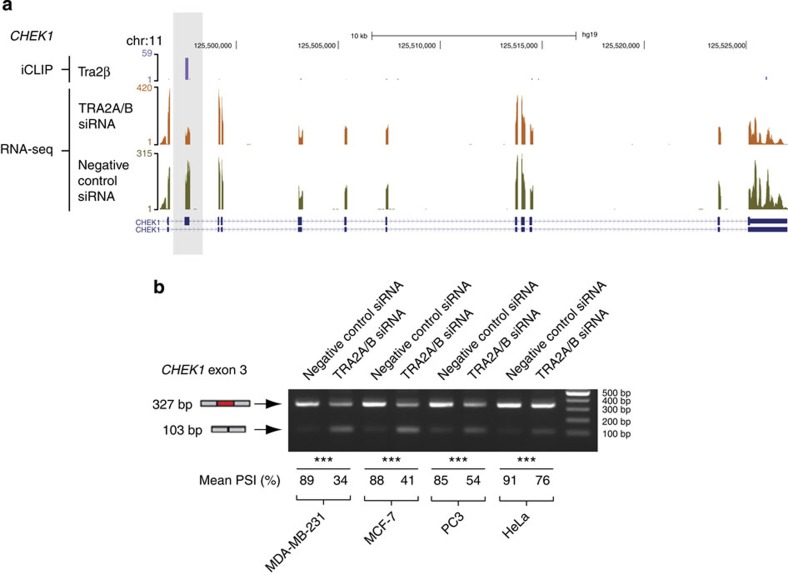
**Splicing inclusion of** ***CHEK1*** **exon 3 decreases following joint depletion of Tra2α and Tra2β.** (**a**) Screenshot^35^ from the UCSC genome browser showing the *CHEK1* gene. Tra2β iCLIP tags are shown at the top in purple, and map predominantly to a known alternative exon (*CHEK1* exon 3) that is skipped in one mRNA isoform (shaded grey). Example RNA-seq tracks from control MDA-MB-231 cells and after joint Tra2α and Tra2β protein depletion are shown in green and orange respectively. (**b**) Splicing inclusion of *CHEK1* exon 3 is inhibited by siRNA-mediated Tra2α and Tra2β protein depletion in multiple cell types. Splicing inclusion was monitored by RT–PCR and agarose gel electrophoresis, and shown as a mean PSI value after analysis of three independent samples. Probability (*P*) values were calculated using an independent two-sample *t*-test between PSI levels of negative control siRNA-treated cells and TRA2A/B siRNA-treated cells (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). An uncropped gel is shown in Supplementary Fig. 13.

**Figure 7:**
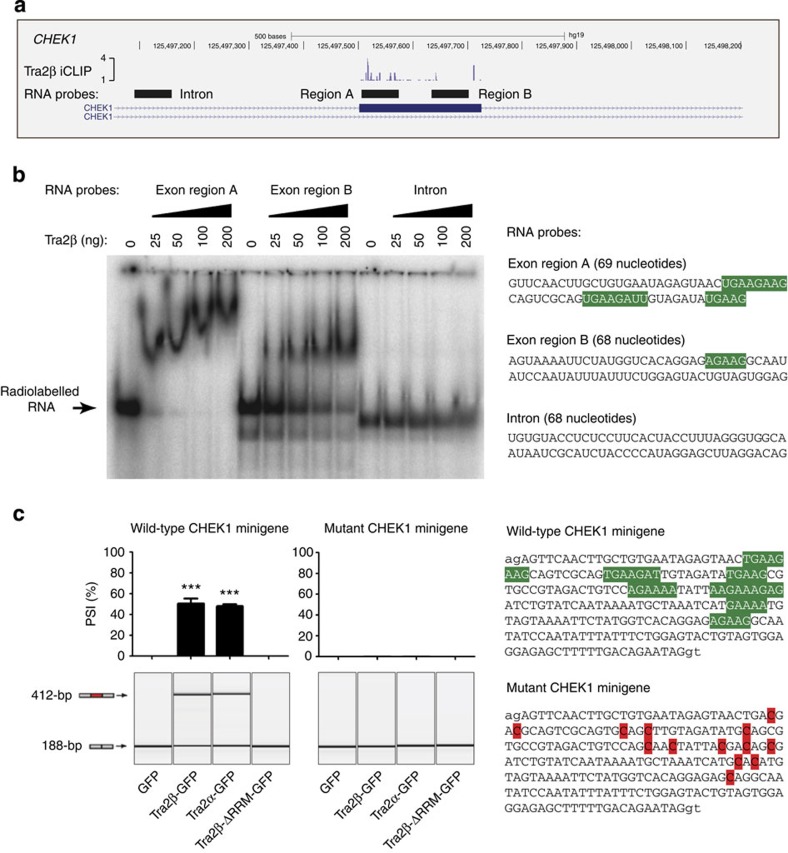
**Human Tra2α and Tra2β regulate** ***CHEK1*** **exon 3 through direct RNA protein interactions.** (**a**) High resolution map *CHEK1* exon 3 showing mapped iCLIP tags (purple bars) and the three subregions of the pre-mRNA, which were used to generate RNA probes for EMSAs. This screenshot was downloaded from the UCSC genome browser^35^. (**b**) Molecular interactions between purified Tra2β protein and RNA probes in and around *CHEK1* exon 3 (the location of these probes is shown in part **a**). The sequences of the probes are shown to the right, with predicted Tra2β binding sites shaded green. (**c**) Splicing patterns of mRNAs made from a minigene containing *CHEK1* exon 3 in response to coexpressed fusion proteins, expressed either as a PSI (upper bar chart, *n*=3 independent experiments) or shown as one of the original capillary electrophoresis gel-like images from a single experiment (lower image). The sequence of *CHEK1* exon 3 is shown to the right, with the predicted Tra2β binding sites shaded green (above) and the altered sequence after these sites were mutated (below, the altered nucleotides are shaded red). Probability (*P*) values were calculated using an independent two-sample *t*-test between PSI levels of the minigene-derived CHEK1 exon 3 in cells cotransfected with GFP and each of the different Tra2 constructs (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). All data represented by bar charts was generated from three biological replicates and error bars represent s.e.m.

**Figure 8:**
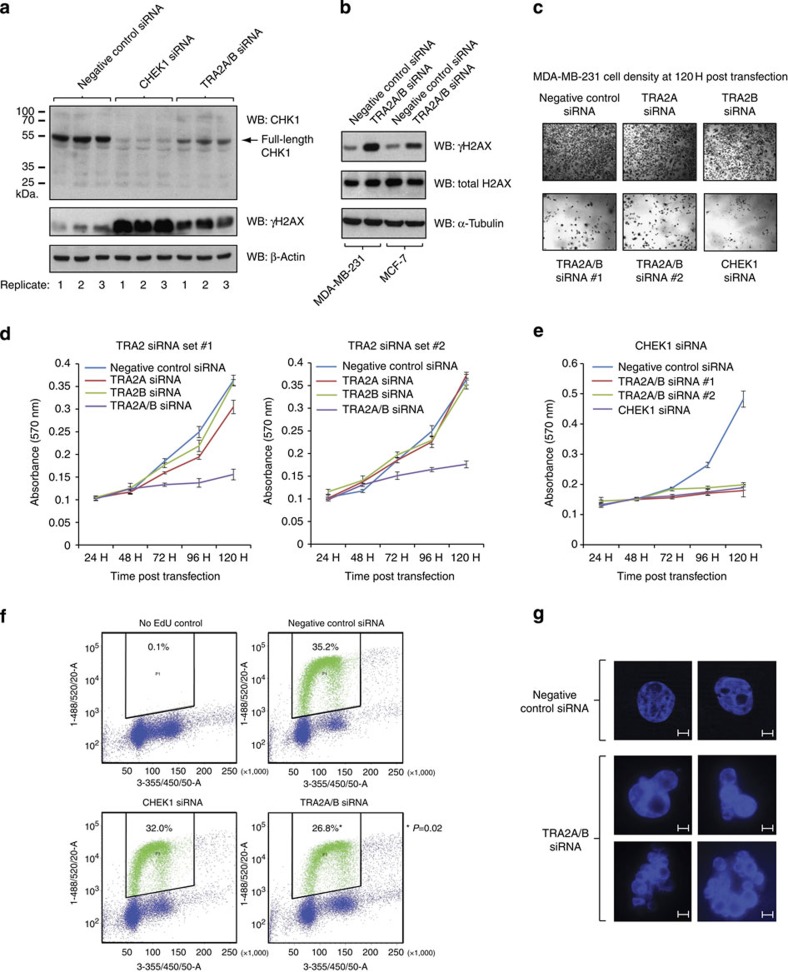
Human Tra2 proteins are essential for expression of full-length CHK1 protein and to maintain cell viability. (**a**) Full-length CHK1 protein expression is depleted by siRNAs specific to *CHEK1* mRNA and also by joint siRNAs specific to the *TRA2A* and *TRA2B* mRNAs. In each case, samples from three independent replicate experiments were analysed in parallel. Also detected in these samples are levels of γH2AX and α-tubulin. (**b**) Expression of total H2AX and γH2AX after joint Tra2α and Tra2β depletion, or depletion with a control siRNA in MDA-MB-231 cells and MCF7 cells. (**c**) Measurement of cell density 120 h after transfection of siRNAs targeting different regions of the *TRA2A* and *TRA2B* mRNAs or *CHEK1* mRNA. (**d**) Joint (but not single) depletion of Tra2α and Tra2β proteins reduced MDA-MB-231 cell viability measured by MTT assays after siRNA transfection. (**e**) Depletion of CHK1 protein alone was sufficient to reduce viability of MDA-MB-231 cells measured by MTT assay at different time points after siRNA transfection. (**f**) Joint depletion of Tra2α and Tra2β reduced the proportion of EdU-positive MDA-MB-231 cells 96 h after siRNA transfection. Separate panels, shown clockwise from top left, show fluorescence-activated cell sorting analysis of control MDA-MB-231 cells incubated without EdU; cells transfected with a negative control siRNA and incubated with EdU; cells transfected with siRNAs specific for *TRA2A* and *TRA2B* and incubated with EdU; and cells transfected with a single siRNA specific to *CHEK1* and incubated with EdU. Probability (*P*) values were calculated using an independent two-sample *t*-test comparing the percentage of EdU-positive cells of negative control siRNA-treated cells and the gene-specific siRNA-treated cells (statistical significance: *P<0.05, **P<0.01, ***P<0.0001). Data were generated from three biological replicates. (**g**) Examples of abnormal nuclear morphology observed within cells transfected with siRNAs specific for *TRA2A* and *TRA2B* (lower panel) compared with the normal morphology seen in negative control siRNA-treated cells (upper panel). Cells were stained with 4',6-diamidino-2-phenylindole, and these images were taken 96 h after siRNA transfection. The scale bar shows 5 μM. Uncropped western blots are shown in Supplementary Figs 11–15.

How the deposited data were processed for this re-analysis (not part of the article)

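Data were taken from a series with 3 RNA-seq libraries of MDA-MB-231 cells treated with a negative control siRNA, 3 libraries of cells treated with siRNAs against TRA2A and TRA2B, and 3 replicates of a Tra2β iCLIP experiment in the same cell line. The libraries of the RNA-seq experiment were made 72 h after transfection. Conditions and replicate numbers were taken from the sample labels and the paper's methods.

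For the iCLIP experiment, the authors removed barcodes, mapped reads of at least 11 nucleotides to hg19 with at most 2 mismatches and single hits, collapsed them to unique cDNAs and summed the 3 replicates. Crosslink sites at a false discovery rate of 0.05 against 100 permutations, with a neighbourhood of 15 nucleotides and Ensembl 59 annotation, and the clusters of these sites, are what was deposited. The deposited score of each site and cluster is a number of unique cDNAs and was used without normalization. Its sign was read as the strand, which no source states, because 96.1% of tags then lie in a gene on the same strand. The paper's Supplementary Data 1 gives 6541124, 6876940 and 6226452 reads for the 3 replicates. Most sites, 531969 of 715056, have a single tag, and an exon with few tags has a wide counting error. Of the 34 sequences with sites, 25 are in the reference used. Tags on the mitochondrial genome and unplaced sequences were left out of the shares by region.

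For the RNA-seq experiment, the authors deposited counts over Ensembl 71 exons and a table of changed exons. The counts file has 6 columns of values per sample without any name, and these were not used in any step. For this reason changes in gene expression and exon usage, tests of gene sets, relative inclusion of exons and the expression of TRA2A and TRA2B, all planned before the data were examined, were not run, and no library depth is given. The fold change in the authors' deposited table is the ratio of the means of groups S and D, and its log2 is given beside it. The signal listed there for each exon is the mean coverage over both groups, and the deposited score for each group is that group's mean coverage. How coverage was normalized is not stated in the table. The p-value and adjusted p-value are the authors', and all 6085 exons listed have an adjusted p-value under 0.05 and a log2 of at least 1.00 in size. The sample labels name DESeq 1.2.1, and the paper's methods name DESeq for genes and DEXSeq for exon usage, without saying which made this table. Which siRNA groups D and S stand for is not stated, so they are given as letters and no direction was read from them. The planned comparison of clusters with exon usage was replaced by Fisher's exact test between exons higher in S and exons higher in D within this table.

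Exons of Supplementary Data 2 were placed by their hg19 coordinates, and 89 of 93 matched an exon of GENCODE release 44, mapped to hg19, by start and end. Of these exons 54 are listed as responsive and 39 as non-responsive, and 52 responsive exons have a PSI change. The TRA2A and TRA2B poison exons have none and were left out of the comparisons between groups. Tags of an exon are those of clusters on its strand overlapping it by at least 1 nucleotide. Shares of single exons carry exact binomial intervals and shares by region Wilson intervals, all at 95% and for counting error only. The comparison of listed exons used log2(tags per 100 nucleotides + 1), a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over 7 comparisons. Pentamers were counted from 5 to 15 nucleotides on either side of each site and compared with 10 shuffles of the sites. A shuffle moved a site within all exons, or all introns, of its gene, without keeping coding sequence and UTRs apart. The 10 most enriched pentamers were used for binding site density. The permutation test was tested on simulated data, where it called 5.0% of 200 pairs of groups without a difference and 99.0% of 200 pairs with a difference of 1 SD, and the pentamer count recovered 3 of 3 planted pentamers. The simulated groups had 52 and 39 normal values with equal SDs. The differences seen between listed exons are smaller than 1 SD, so the power to detect them was not measured.

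The text names every exon of Supplementary Data 2 whose gene the paper's text names, and the 5 exons with the most tags among exons in neither list. A rule for naming members of 12 gene lists by their p-value could not be applied, and for these only counts are given. The ranking of the 5 exons by tags at single positions inside the exon, and the use of single positions for the division of CHEK1 exon 3, were chosen after both values had been seen. The CLOCK, NAP1L1 and UACA exons, which hold the extremes of a range or no tags, and the exons of SETD2, EIF5B and TTC14, were also named after their values had been seen. Alternatives set before the data were examined were single crosslink sites in place of clusters, a window of 300 nucleotides around the exon, an overlap of at least 15 nucleotides, at least 10 tags, matching on mean coverage and length, equal weights for clusters, and a pentamer window from 10 to 30 nucleotides. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and the reference was indexed with samtools 1.23.1. All permutations and shuffles used the seed 7.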

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

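Of the tests on the authors' deposited table, those with 1 exon per gene and with coding exons only were chosen after the table had been examined, as were the tests of EIF5B, of SETD2 and UACA, of TTC14, and of the parts of the responsive set on their own. No source used here ties groups D and S to a treatment, so no biological explanation was tested for the differences between them.

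Tra2β tags were abundant in transcripts that the paper does not discuss. The exon with the most tags in neither list of Supplementary Data 2 was that of the non-coding RNA MALAT1, on chromosome 11 from 65265111 to 65275544, with 108318 tags or 8.58% of all tags. The largest single cluster, with 80793 tags, lies in it. An exon of the chaperone gene HSP90AA1 on chromosome 14 from 102551018 to 102551335 held 8833 tags. The small nuclear RNA RN7SK on chromosome 6 held 5655 tags, RNU2-59P on chromosome 10 held 4641, and the 18173-nucleotide exon of AHNAK on chromosome 11 held 3610. The mitochondrial genome held 64847 tags, 5.14% of all, and the unplaced sequence gl000220 held 17056 tags, 1.35% of all. No library without crosslinking or with another antibody was used here, so background was not subtracted from these values, and the abundance of the transcripts was not measured here.

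Exons with Tra2β clusters were not spread evenly over the sides of the authors' deposited table. Among exons higher in S, 1161 of 2250 (51.6%) overlapped a cluster, and among exons higher in D, 742 of 3835 (19.3%), an odds ratio of 4.44 (95% interval 3.95 to 4.99, p = 6.70e-149 from a two-sided Fisher's exact test). Exons of the same gene are not independent, and some listed exons overlap each other. Sets of 2200 exons from each side were matched on length and on mean coverage over both groups. Median mean coverage was 65.6 on the S side and 65.8 on the D side, and median lengths were 168 and 170 nucleotides. The odds ratio was then 4.11 (95% interval 3.59 to 4.70). This argues against length and mean coverage over both groups as the whole cause. Exons were not matched on coverage in D alone or in S alone, so a part for either is not excluded. Matching on both at once was not possible, since all listed exons differ between the groups by a log2 of at least 1.00 in size. With 1 exon per gene the odds ratio was 4.18 (95% interval 3.37 to 5.20), which argues against genes with many listed exons as the cause. With exons that hold coding sequence only it was 4.41 (95% interval 3.87 to 5.04), which argues against a surplus of non-coding sequence on one side. A difference in expression between the cells on which iCLIP was run and either group was not tested and stays open.

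The authors' deposited table also contained 3 exons that Supplementary Data 2 lists as non-responsive, all higher in S. In EIF5B the exon had a log2 of 1.56 and an adjusted p of 3.00e-11, and 96.4% of the other exons of the gene were listed on the same side, so a candidate explanation for this exon is a change of the whole gene. In SETD2 (log2 1.53, adjusted p 0.0388) and UACA (log2 1.52, adjusted p 0.0279) none of the other 49 exons was listed, a share of 0. As both adjusted p values lie close to the threshold, other exons with a like change could have missed it, and a change of the exon cannot be told apart from one of the gene. The median over the 3 genes was 0, which decides nothing because the genes go both ways. For the 15 responsive exons in the table, all higher in S with log2 from 1.01 to 1.51, the median share of other exons on the same side was 0 and the highest 14.3%, with 8 of 512 other exons listed. If enough of the other exons had coverage to be tested, this argues against a change of the whole gene as the cause for the set. Their coverage was not examined, and all annotated exons are counted, expressed or not. The argument rests on 6 of the exons, with log2 from 1.21 to 1.51 and adjusted p of at most 0.00215. A like change would place other exons of their genes with similar coverage past the thresholds of the table. The margin that set these 6 apart was chosen after the values had been seen. The median share for these 6 was 0.758%, with 3 of 221 other exons listed. Both listed exons of KTN1 are among these 6, so the other KTN1 exons are counted for each. They make 64 and 66 of the 221, with 1 listed each time, and enter the 512 in the same way. In CCDC112, ZCCHC7 and KIAA0586 no other exon was listed on the same side, and in NUB1 1 of 27 was. The other 9 of the 15 responsive exons have a lower log2, from 1.01, and the table contains no exon with a log2 under 1.00 in size. Their median share was also 0, but exons with a slightly smaller change would be missing. For these 9 on their own, the table alone cannot tell a change of the exon from one of the gene. In N4BP2L2, 11 of 28 other exons were listed on the D side and 0 on the S side. In TBC1D12, 1 of 14 was on the D side and 2 on the S side. The paper's RT-PCR, with primers in flanking exons, gives all 9 a PSI fall, with changes from -65.7 points in SMC4 to -4.11 in PDCD6IP. The responsive exon of TTC14 overlaps a longer exon of the authors' deposited table that is higher in D, and 79.2% of the gene's other exons were listed on that side, so for it a change of the whole gene is a candidate explanation.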

How the results depend on the processing

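Equal weights for clusters, single crosslink sites, the 300-nucleotide window, stricter overlaps, matched exons and the wider pentamer window were set before the data were examined. The annotation of basic transcripts, leaving out MALAT1, pentamers weighted by tags, poison exons included, the other density measures, 1 exon per gene, coding exons only and overlap in place of equal ends were chosen after seeing the data. Of 79 values under these alternatives, 65 kept their direction and side of the threshold, or lay within their counting interval. Of the rest, 12 moved and 2 passed the threshold only under the alternative. Among the 65, 45 are tags of named exons, where the alternatives count largely the same tags, so these say little about robustness. The spread between replicates is not known for the pooled iCLIP values.

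The share of tags in annotated exons was 82.7% and moved to 81.9% with single crosslink sites, 67.6% with clusters weighted equally, 80.5% with basic transcripts only and 81.0% without MALAT1. For introns the 14.5% moved to 15.3%, 27.4%, 16.3% and 16.0% in the same order. The fold of pentamers with AGAA was 3.50 and moved to 3.17 from 10 to 30 nucleotides and to 4.03 with sites weighted by tags. The share of CHEK1 exon 3 tags on its 5′ side was 81.0% and moved to 93.7% with clusters placed by midpoint. This counts all 59 tags of a cluster that crosses the middle of the exon on that side. Leaving out MALAT1 removes tags of exons alone, and the cause was not tested for the other shares by region or for the pentamers.

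The difference in binding site density between responsive and non-responsive exons, 3.39 points (permutation p = 0.114), was 4.53 points (p = 0.0439) with the densities of Supplementary Data 2. For exons with more than 15 points of change, 3.50 points (permutation p = 0.139) became 5.53 (p = 0.0225). Neither AGAA per 100 nucleotides (permutation p = 0.0905 and 0.0536) nor leaving out the 3 exons whose listed size differs from their coordinates (p = 0.0794 and 0.0871) passed the threshold. The cause was not tested.

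The difference in tags between these groups did not pass the threshold with single sites, the window or poison exons included. The odds ratio between the sides of the authors' deposited table stayed above 1, from 3.89 with the window to 5.11 with at least 10 tags. Using sites for it changes nothing by construction, since each cluster begins and ends at a site. Of 46 values for tags of named exons, 45 lay within their counting interval, and ANKRD1 rose from 489 to 546 with the window.

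No paired analysis was possible because the count columns carry no names, so replicate numbers could not be matched to values. For the same reason every alternative planned for gene expression, exon usage, gene sets and relative inclusion, leaving out each library included, was not run.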

Differences from the paper's values

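The paper's share of unique cDNAs in exons (5′ UTR, 3′ UTR or ORF) is 33.8%, and the share of tags at significant sites there was 67.8%. The paper's share in introns is 44.8%, against 14.5% here. After correction for the size of each region, the paper's share in non-coding RNAs is 20.4%, against 11.4% here. All 3 also differ under both alternatives set before the data were examined: with single crosslink sites the values were 66.8%, 15.3% and 11.5%, and with clusters weighted equally 62.3%, 27.4% and 2.82%. Most of the tags in non-coding exons are in MALAT1, and without them, an alternative chosen after seeing the values, the 3 shares were 74.6%, 16.0% and 4.01%. The deposited sites hold 37.8% of the paper's unique cDNAs, those that passed its false discovery rate, and the annotation used here is GENCODE release 44 where the paper used Ensembl 59. These are limits of the comparison, and no cause was tested. The size-corrected share in exons was 88.2% here and is 76.8% in the paper.

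The paper states, citing an earlier study, that the TRA2A poison exon is much denser in AGAA binding sites than the TRA2B poison exon. How, and in which species, that study counted them was not examined here. Counted in hg19, AGAA occurred 4.32 and 4.35 times per 100 nucleotides. The share of bases in the 10 most enriched pentamers was higher in the TRA2A exon, at 36.2% against 32.6%, as are the paper's own densities of 44.9% and 39.1%.

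The paper states that clusters from all replicates in TRA2A and TRA2B lay only in the poison exons. The pooled clusters hold 8 others in TRA2A and 18 in TRA2B, of which 2 and 6 have at least 10 tags, and they do not show in which replicates each was present. The 423 and 463 tags in the poison exons match the numbers printed in Fig. 1e.

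The paper reports a significant difference in binding site density between the more highly responsive and the non-responsive exons. The paper's own list of pentamers (Supplementary Fig. 2b) was not used here, and with pentamers counted from the deposited sites the difference of 3.50 points gave a permutation p = 0.139. With the densities of Supplementary Data 2, an alternative chosen after seeing the values, it was 5.53 points with a permutation p = 0.0225, over the same 34 and 39 exons.

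The paper counts 53 responsive and 38 non-responsive exons, and Supplementary Data 2 lists 54 and 39. Tags were found in all 54 responsive exons and in 38 of the 39 listed non-responsive exons, the exception being UACA. The text of the paper describes 38 non-responsive exons with tag coverage. The deposited sites passed a threshold, so weaker coverage of the UACA exon is not excluded. For 3 responsive exons the size in Supplementary Data 2 differs from its coordinates: 103 nucleotides in the paper against 137 for FNBP4, 401 against 384 for ZCCHC9 and 679 against 583 for MPHOSPH10. The text of the paper names NFXL2 where Supplementary Data 2 lists NFXL1.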

Other observations

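The values in this part come from tests chosen after the data were examined, apart from the counts over gene lists and the tags of exons the paper names. They carry no explanation.

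The tendency of tags in CHEK1 exon 3 towards the 3′ splice site was also seen in other listed exons. Among exons with at least 10 tags at single positions, 35 responsive exons had over 50% of their tags on the 5′ side of the exon and 13 had under 50% (median 63.9%, p = 0.00209 from a two-sided exact sign test). For non-responsive exons these numbers were 20 and 14 (median 68.0%, p = 0.392 from the same exact test). Whether the groups differ was not tested.

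Across the 93 listed exons, log2(tags per 100 nucleotides + 1) rose with binding site density (Pearson r = 0.655, Spearman rho = 0.615, both with permutation p = 1e-05, the smallest they can give, and adjusted 2e-05). Without the 2 exons farthest from the median of tags, r was 0.598. The pentamers were picked for their enrichment near the same deposited sites, those in these exons included, so a positive relation is in part built in. The density computed here and the paper's density had r = 0.882 and rho = 0.865, with the same p, and r = 0.880 without the 2 farthest exons. Over 52 responsive exons, log2(tags per 100 nucleotides + 1) and the paper's PSI change had r = -0.225 (permutation p = 0.108, adjusted 0.144) and rho = -0.228 (p = 0.104, adjusted 0.138), and r was -0.225 without the 2 farthest exons. Binding site density and PSI change had r = -0.121 (permutation p = 0.395, adjusted 0.395) and rho = -0.141 (p = 0.318, adjusted 0.318). Without the 2 exons farthest from the median density, r was -0.250, so its size depends on those exons. These are 4 relations across exons of pooled data, and exons are not independent replicates.

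Other exons of Supplementary Data 2 that the paper names also had tags. The PAM exon held 16 tags, BDP1 21, MSL3 13, ZCCHC7 142, ZCCHC9 112, ZCCHC11 111 and MPHOSPH10 37. These are 5.52%, 1.76%, 27.1%, 50.4%, 71.8%, 44.0% and 24.0% of the tags in their genes.

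The paper mutated a pair of regions of the ANKRD1 exon. The bases changed in the first lie between nucleotides 24 and 48 and those in the second between 73 and 96. These spans held 179 and 21 of the 477 tags at crosslink positions in the exon, or 37.5% and 4.40%, and within 15 nucleotides of them there were 334 and 199 tags.

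In the authors' deposited table, 3835 exons in 1130 genes are higher in D and 2250 exons in 740 genes higher in S, and 38 genes have exons on both sides. TRA2A has 2 exons and TRA2B 15, all higher in S, with log2 values of at most 1.22 in TRA2A and from 1.06 to 1.19 in TRA2B. These are overlapping annotated versions of fewer stretches of each gene, so they are not separate observations. Of the TRA2A exons, the one from 23561326 to 23562051 covers the poison exon, with a mean coverage of 188 in D and 432 in S and an adjusted p of 0.000685. The other, from 23561326 to 23561459, lies within it but outside the poison exon, and had 176 in D and 409 in S. The values of the longer exon therefore cannot be assigned to the poison exon. CHEK1 has 1 exon, from 125545823 to 125546150, higher in D with a log2 of -1.05, and exon 3 is not listed. The table does not say whether a missing exon changed too little or had too little coverage. TTC14 has 26 exons, many of them overlapping, all higher in D, with log2 values from -2.84 to -1.58.

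Gene lists written before the data were examined were looked up in the clusters and in the authors' deposited table. Clusters were found in 12 of 14 genes of SR and Tra2 proteins, 20 of 20 of hnRNP and PTB proteins, 17 of 18 of the ATR-CHK1 checkpoint, 12 of 20 p53 targets, 29 of 33 genes of DNA replication, 27 of 28 of mitosis, 12 of 20 of the interferon response, 12 of 15 of the unfolded protein and integrated stress responses, 10 of 14 inflammatory cytokines, 15 of 15 YAP targets, 8 of 15 luminal breast epithelial markers and 11 of 11 chromosome biology genes of Fig. 5b. Genes with an exon higher in S numbered 3, 2, 2, 1, 0, 7, 2, 0, 0, 0, 0 and 4 in this order, and genes with an exon higher in D numbered 1, 1, 3, 4, 3, 0, 1, 7, 0, 1, 0 and 2. The genes of Fig. 5b were picked by the study from its Tra2 targets, and these counts were not tested against other genes.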
